# C/EBPβ deletion in macrophages impairs mammary gland alveolar budding during the estrous cycle

**DOI:** 10.26508/lsa.202302516

**Published:** 2024-07-18

**Authors:** Michelle D Rojo, Ishitri Bandyopadhyay, Caitlin M Burke, Alexa D Sturtz, Emily S Phillips, Megan G Matherne, Samuel J Embrey, Rebecca LaRue, Yinjie Qiu, Kathryn L Schwertfeger, Heather L Machado

## Abstract

Macrophages have important roles in mammary gland development and tissue homeostasis, but the specific mechanisms that regulate macrophage function need further elucidation. We have identified C/EBPβ as an important transcription factor expressed by multiple macrophage populations in the normal mammary gland. Mammary glands from mice with C/EBPβ-deficient macrophages (*Cebpb*^ΔM^) show a significant decrease in alveolar budding during the diestrus stage of the reproductive cycle, whereas branching morphogenesis remains unchanged. Defects in alveolar budding were found to be the result of both systemic hormones and local macrophage-directed signals. RNA sequencing shows significant changes in PR-responsive genes and alterations in the Wnt landscape of mammary epithelial cells of *Cebpb*^ΔM^ mice, which regulate stem cell expansion during diestrus. *Cebpb*^ΔM^ macrophages demonstrate a shift from a pro-inflammatory to a tissue-reparative phenotype, and exhibit increased phagocytic capacity as compared to WT. Finally, *Cebpb*^ΔM^ macrophages down-regulate *Notch2* and *Notch3*, which normally promote stem cell expansion during alveolar budding. These results suggest that C/EBPβ is an important macrophage factor that facilitates macrophage–epithelial crosstalk during a key stage of mammary gland tissue homeostasis.

## Abstract (precis)

Macrophage C/EBPβ contributes to alveolar budding during the estrous cycle by providing critical signaling to mammary epithelial cells.

## Introduction

Macrophages are specialized phagocytes that have important roles in development, tissue repair, and immune surveillance (1). These heterogeneous immune cells constitute an important component of the mammary gland by promoting development and maintaining tissue homeostasis. Macrophages are influenced by tissue-specific environmental cues, have unique cell programming, and regulate the formation and maintenance of epithelial structures during mammary gland development (2, 3, 4, 5, 6, 7). However, the specific mechanisms that regulate macrophage function, and how macrophage-derived factors contribute to mammary gland development have not been fully elucidated.

Mammary gland development is a dynamic process that occurs postnatally, and is tightly regulated by systemic hormones, local growth factors, and other circulating factors such as cytokines (6, 8, 9, 10, 11, 12). Numerous studies have indicated the contribution of stromal cells, including macrophages, to mammary gland remodeling during distinct developmental stages such as puberty, pregnancy, and involution. Throughout these stages, macrophages are closely associated with the ductal epithelium and thought to function in maintaining tissue homeostasis by clearing apoptotic debris and by providing key paracrine signals to the adjacent epithelium (13, 14, 15, 16, 17). Early studies showed that genetic ablation of macrophages results in impaired ductal elongation, terminal end bud (TEB) formation, and branching morphogenesis during puberty (4, 7), demonstrating the importance of macrophages to proper mammary gland function. Other studies revealed important functions for macrophages during the estrous cycle and involution (6, 18, 19), two periods of robust tissue remodeling where epithelial and stromal compartments reciprocally communicate key signals to restore and maintain homeostasis.

The transcription factor C/EBPβ (CCAAT/enhancer-binding protein beta) is a master regulator of proliferation and differentiation in various cell and tissue types, contributing to diverse biological and pathological processes including hematopoiesis, metabolism, inflammation, and tumorigenesis (20). In the mammary gland, C/EBPβ is highly expressed in the ductal epithelium and in other stromal cells such as adipocytes, fibroblasts, and immune cells. We and others have demonstrated epithelial-intrinsic functions of C/EBPβ during ductal elongation and pregnancy, as well as regulation of mammary stem and progenitor cell activity (21, 22, 23). Although it is well established that epithelial-derived C/EBPβ is a key regulator of mammary gland development, its function in mammary gland macrophages has not been studied. In other tissues, C/EBPβ is an important macrophage factor that is required for the differentiation of monocytes to macrophages and is crucial for proper phagocytic function (24, 25). Macrophage C/EBPβ is induced by pro-inflammatory cytokines, such as IL-6, TNFα, IFNγ, and IL-1β at sites of inflammation, and can in turn activate transcription of these genes, suggesting a pivotal role in modulating inflammation (26, 27). In contrast, C/EBPβ can induce arginase I expression, suggesting an anti-inflammatory, immune suppressive function in response to injury (28, 29). Although macrophage C/EBPβ is known to modulate the immune response and orchestrate tissue repair in a number of tissues, its contribution to mammary gland morphogenesis and homeostasis remains unknown.

Extensive studies have focused on understanding how tissue-specific extrinsic factors shape macrophage identity and function in a number of tissues; however, tissue-specific regulation of mammary gland macrophages has not been intensively investigated. Thus, we sought to identify key signaling pathways that regulate macrophage function during mammary gland development. We identified C/EBPβ as an important macrophage factor that provides crucial paracrine signals to adjacent epithelial cells to help maintain tissue homeostasis during the estrous cycle.

## Results

### C/EBPβ is expressed in mammary gland macrophages

Macrophages contribute to many stages of mammary gland development by promoting ductal elongation, ductal branching, ECM remodeling, and phagocytic clearance of apoptotic debris. To identify potential macrophage factors that modulate these processes, we recently performed single-cell RNA sequencing on CD45^+^ immune cells isolated from adult cycling female mice. Our studies and others revealed distinct ductal- and stromal-associated tissue-resident macrophage populations that contribute to maintaining the developing ductal structures in the mammary gland (18, 30, 31). MHCII^HI^CX3CR1^+^ macrophages are closely associated with the ductal epithelium (18), whereas LYVE-1^+^ macrophages localize to regions of hyaluronan throughout the stroma (30). Further analysis of the transcriptional profiles of these populations showed that *Cebpb* is highly expressed in *Csf1r*^*+*^ cells, including *Csf1r*^*+*^*Cx3cr1*^*+*^ (ductal) and *Csf1r*^*+*^*Lyve1*^*+*^ (stromal) macrophages (Fig 1A). In support of these findings, we previously reported that *Cebpb* is highly expressed in five distinct macrophage subsets in a syngeneic mouse model of early-stage breast cancer progression (32). To validate these data, paraffin-embedded mammary glands from adult WT mice were co-stained with antibodies to C/EBPβ and CSF1R. C/EBPβ^+^CSF1R^+^ cells were found in both the adjacent and distal stromal cells, suggesting that C/EBPβ may be important in various macrophage populations (Fig 1B). Furthermore, phosphorylated C/EBPβ (p-C/EBPβ), an indicator of transcriptional activity (33), was detected in CSF1R^+^ cells in both the adjacent (Fig 1C) and distal (data not shown) stromal cells. These results demonstrate that C/EBPβ is expressed and phosphorylated in CSF1R^+^ cells in the mammary gland.

**Figure 1.**
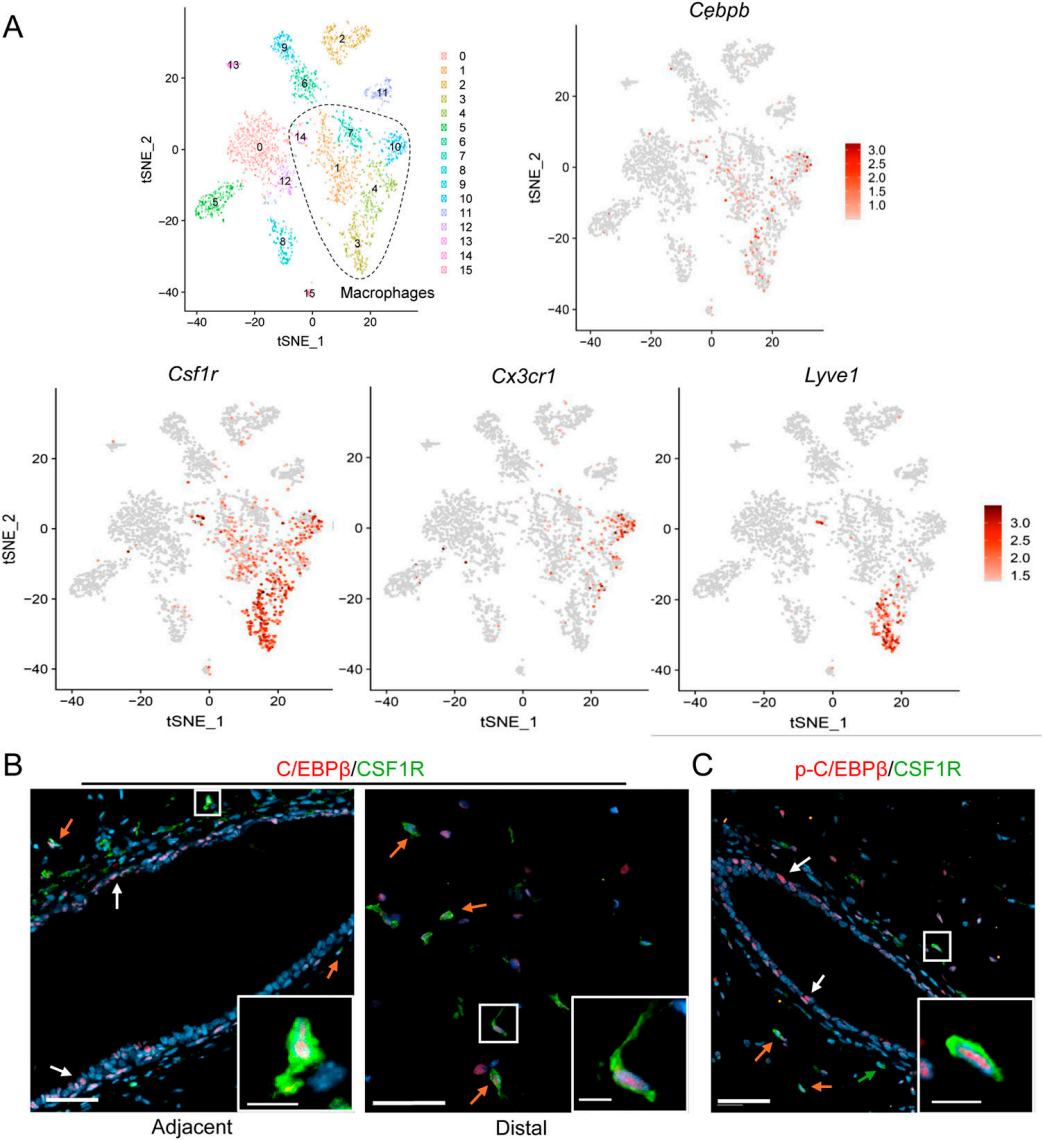
C/EBPβ is expressed in mammary gland macrophages. **(A)** t-SNE plot shows scRNA-seq analysis of CD45^+^ cells isolated from mammary glands of 10-wk-old FVB mice (30), where dotted line indicates putative macrophage populations. Feature plots depict *Cebpb*, *Csf1r*, *Cx3cr1*, and *Lyve1*. **(B)** Representative 20X images depict immunostaining of mammary glands from 10-wk-old diestrus-staged WT mice. CSF1R^+^ (green) and C/EBPβ^+^ (red) cells in the adjacent (left) and distal (right) stroma (n = 3). Orange arrows show macrophage C/EBPβ, and white arrows show epithelial C/EBPβ. Scale bar = 50 μm. Inset scale bar = 10 μm. **(C)** Representative 20X images of immunostaining for CSF1R (green) and p-C/EBPβ-Thr235 (red) in WT mammary glands (n = 3). Orange arrows show macrophage p-C/EBPβ, and white arrows show epithelial p-C/EBPβ. Scale bar = 50 μm. Inset scale bar = 10 μm.

In order to dissect the function of C/EBPβ in macrophages during mammary gland development, a conditional knockout model was generated, where C/EBPβ is deleted in CSF1R-expressing myeloid cells, hereafter referred to as macrophages. *Csf1r-iCre* mice were bred to *Cebpb*-floxed mice to conditionally delete *Cebpb* in CSF1R^+^ macrophages (*Cebpb*^ΔM^). To validate the efficiency of Cre recombination in vivo, *Cebpb*^ΔM^ mice were bred to mTmG reporter mice, where Cre^neg^ cells express dTomato red, and cells that have undergone Cre recombination express GFP. Whole-gland confocal imaging confirms the presence of dTomato red cells in the ductal epithelium and surrounding stromal cells in WT mice (*Csf1r-Cre*^*neg*^*;Cebpb*^*fl/fl*^), indicating the absence of Cre recombination. In contrast, *Cebpb*^ΔM^ mice exhibit dTomato red cells in the ductal epithelium and some stromal cells, whereas GFP^+^ cells are restricted to the adjacent or distal stroma, confirming the specificity of Cre recombination in the stromal cells that are likely macrophages (Fig 2A). GFP^+^ cells were also detected in close contact with ductal cells dispersed throughout the ducts in a fashion that was previously reported to be consistent with macrophages (18). Deletion of C/EBPβ was verified in BMDMs isolated from WT and *Cebpb*^ΔM^ mice and analyzed by immunoblotting, where C/EBPβ protein isoforms LAP1, LAP2, and LIP were not detectable in *Cebpb*^ΔM^ BMDMs (Fig 2B). Similarly, qRT-PCR analysis shows undetectable levels of *Cebpb* mRNA in *Cebpb*^ΔM^ BMDMs treated with LPS to induce *Cebpb* expression (Fig 2C). Finally, C/EBPβ deletion in the mammary gland was confirmed by co-immunostaining, where C/EBPβ is absent in CSF1R^+^ cells of *Cebpb*^ΔM^ mice but is expressed in epithelial and other stromal cells (Fig 2D). These results demonstrate that Cre expression and *Cebpb* deletion occur in macrophages.

**Figure 2.**
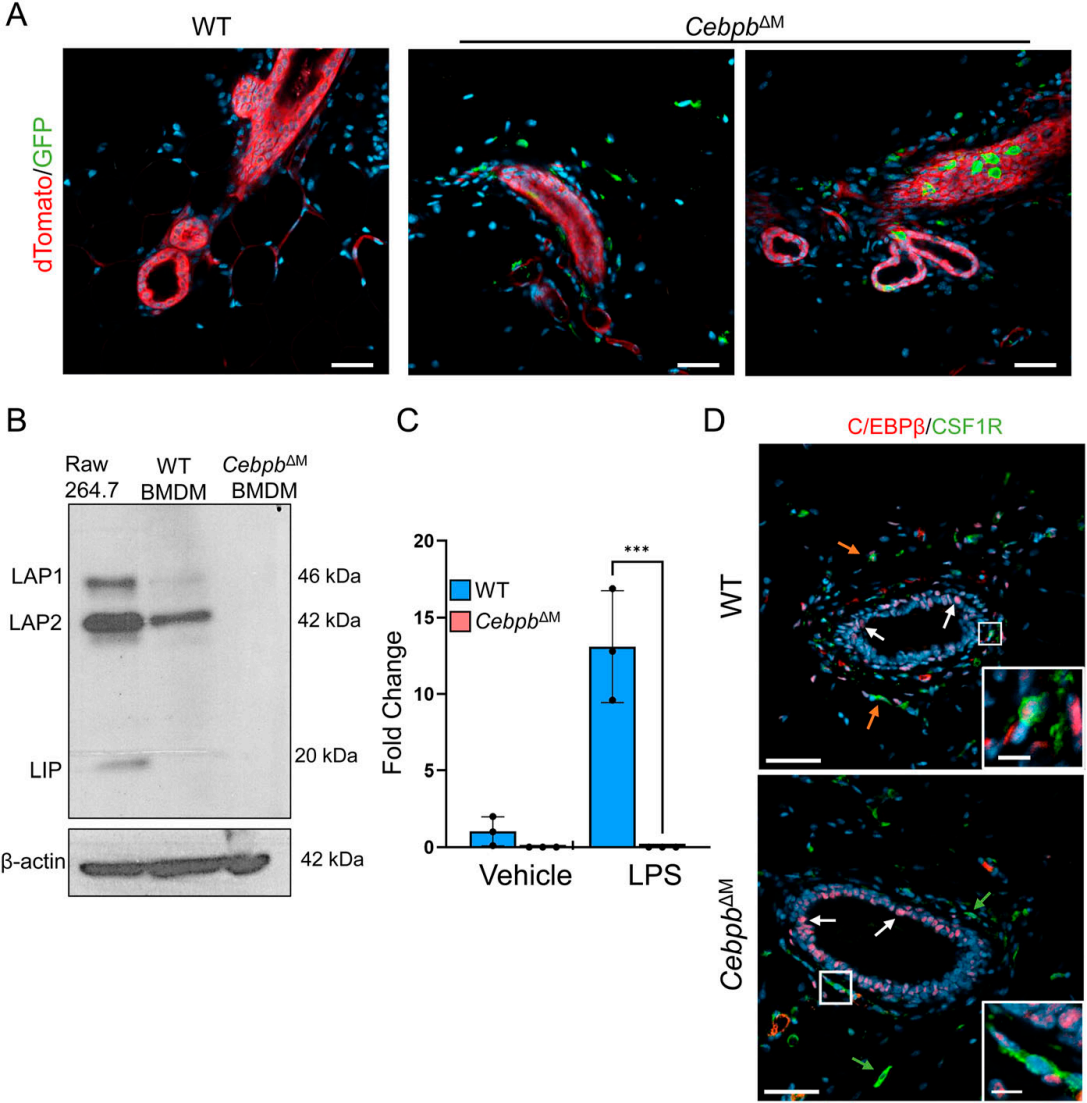
Deletion of *Cebpb* in macrophages. **(A)** Representative 40X confocal imaging of whole glands from WT and *Cebpb*^ΔM^ mice bred to Rosa^mTmG^ reporter mice. Cre^neg^ cells express dTomato (red), and cells that have undergone Cre recombination express GFP (green) (n = 3). Scale bar = 40 μm. **(B)** Immunoblot of C/EBPβ (LAP1, LAP2, LIP) in RAW 264.7 cells, WT BMDMs, and *Cebpb*^ΔM^ BMDMs (n = 3). **(C)** Graph shows qRT-PCR analysis of *Cebpb* from vehicle- or LPS-treated BMDMs from WT and *Cebpb*^ΔM^ mice (three mice per group). Values represent the mean and SD (***P = 0.0001, one-way ANOVA with multiple comparisons). **(D)** Representative 20X images depicting immunostaining for C/EBPβ (red) and CSF1R (green) in WT and *Cebpb*^ΔM^ mice (three mice per group). Orange arrows show macrophage C/EBPβ, white arrows show epithelial C/EBPβ, and green arrows show macrophages where C/EBPβ has been deleted. Scale bar = 50 μm. Inset scale bar = 10 μm.

### *Cebpb* deletion in macrophages impairs alveolar budding in the adult mammary gland

Previous studies showed that genetic ablation of macrophages results in impaired ductal morphogenesis during puberty (4, 7). To assess the function of C/EBPβ in mammary gland macrophages during ductal morphogenesis, early stages of virgin mammary gland development were analyzed in WT and *Cebpb*^ΔM^ mice. Initial studies show that there are no changes in ductal elongation (5-wk-old mice) or branching morphogenesis (7-wk-old diestrus-staged mice) in *Cebpb*^ΔM^ as compared to WT mice (Fig 3A and B). Histological analysis and co-staining for luminal (cytokeratin [CK] 8) and myoepithelial (CK14) markers during these stages show intact luminal and basal epithelial layers in *Cebpb*^ΔM^ glands, with no visible alterations in the TEBs, ducts, or stromal cells (Fig S1). These results suggest that C/EBPβ is not required for macrophage-directed ductal morphogenesis during puberty.

**Figure 3.**
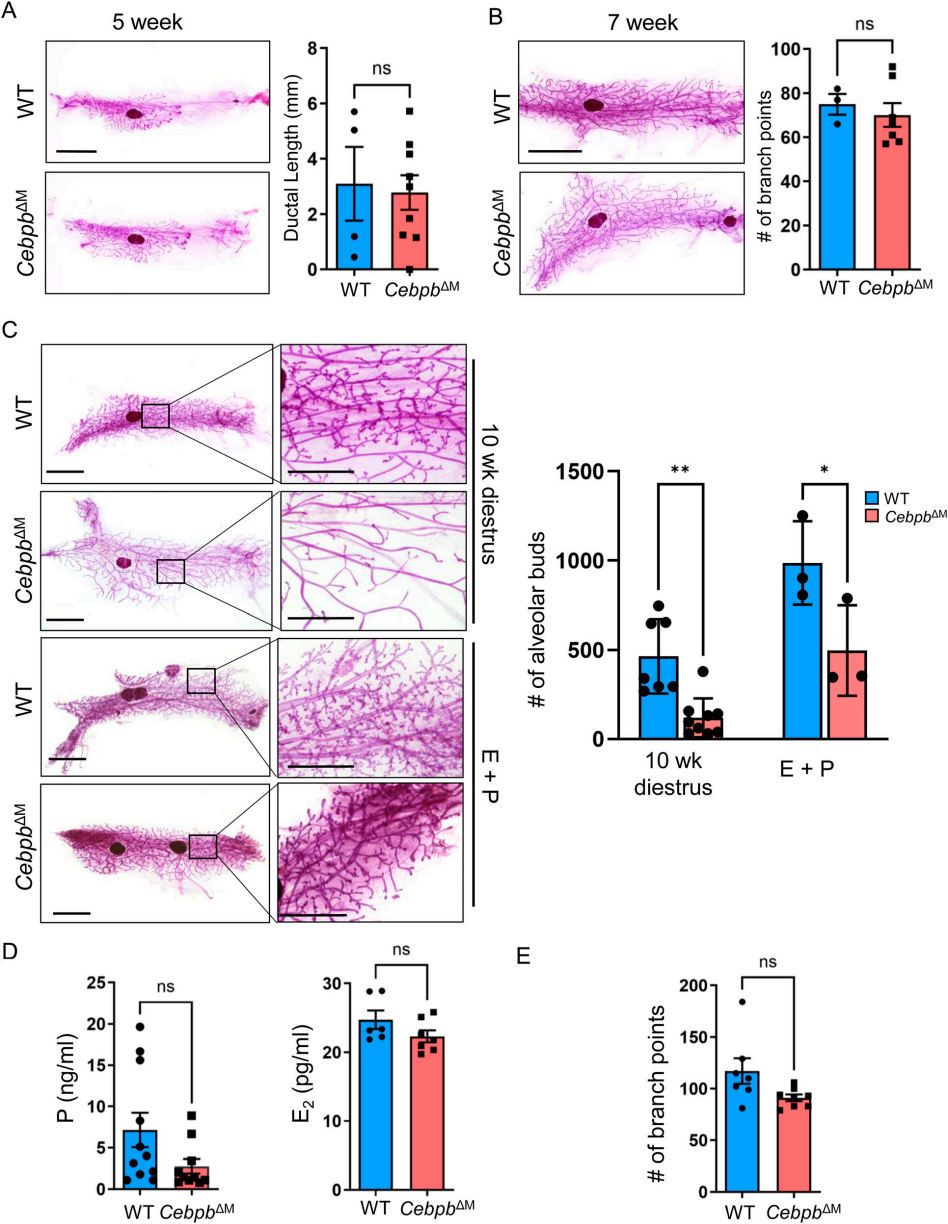
Cebpb deletion in macrophages impairs alveolar budding in the adult mammary gland. **(A)** Representative whole-mount images of carmine alum–stained mammary glands at 5 wk of age (scale bar = 5 mm) from WT and *Cebpb*^ΔM^ mice. The graph shows the quantification of ductal elongation by measuring the distance (mm) from the center of the lymph node to the most distal tip of a TEB (*P* = 0.80, unpaired *t* test) (four to eight mice per group). **(B)** Whole mounts of mammary glands from 7-wk-old animals harvested in diestrus (scale bar = 5 mm). The graph depicts the quantification of branching morphogenesis, analyzed by counting the branch points in the entire gland (*P* = 0.60, unpaired *t* test) (three to seven mice per group). **(C)** Left: whole mounts of mammary glands from 10-wk-old animals harvested in diestrus or after E+P treatment, showing changes in alveolar budding in *Cebpb*^ΔM^ glands as compared to WT (scale bar = 5 mm). Higher magnification (right), scale bar = 2 mm. Right: the graph depicts the quantification of alveolar budding after counting all alveolar buds in an entire gland (**P = 0.006, *P = 0.02, one-way ANOVA with multiple comparisons) (three to nine mice per group). **(D)** Plasma was collected from 10-wk-old WT and *Cebpb*^ΔM^ mice in diestrus and analyzed for progesterone (left) and estradiol (right). Graphs depict levels of progesterone in ng/ml (*P* = 0.08, unpaired *t* test) and estradiol in pg/ml (*P* = 0.15, unpaired *t* test) from 6 to 11 mice per group. **(E)** Quantification of branching morphogenesis (*P* = 0.51, unpaired *t* test) in 10-wk-old diestrus-staged animals from seven to nine mice per group.

**Figure S1.**
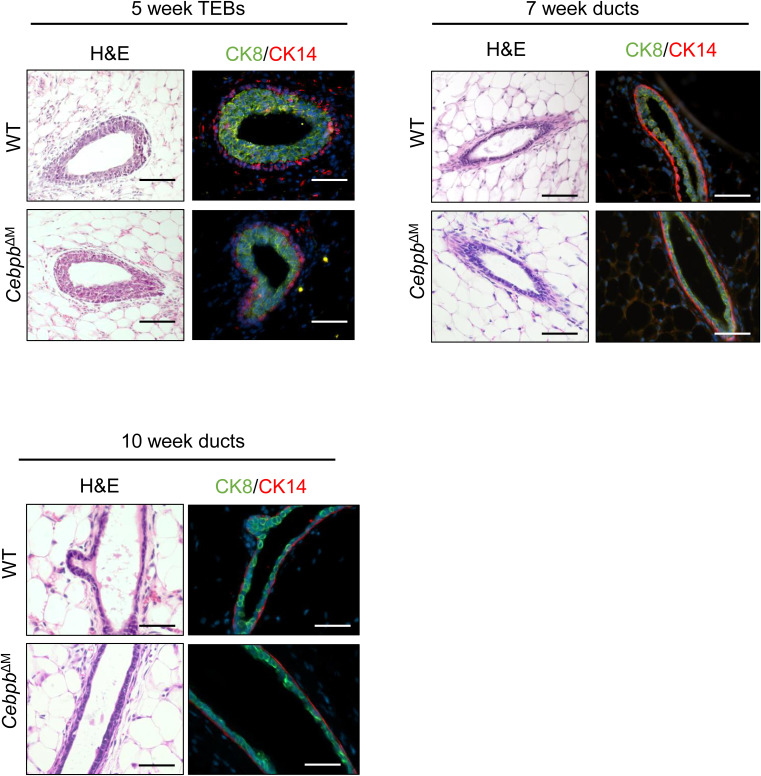
Cebpb^ΔM^ mice have normal ductal morphology. Representative 20X images depicting H&E staining and immunostaining (CK8: green; CK14: red) of TEBs of 5-wk-old mammary glands (top left), ducts of 7-wk-old mammary glands from diestrus-staged mice (top right), and ducts of 10-wk-old mammary glands from diestrus-staged mice (bottom left) (n = 3–6; scale bar = 40 μm).

Macrophages also have important functions in maintaining tissue homeostasis throughout the estrous cycle, where robust tissue modeling occurs particularly in the diestrus phase. During the diestrus stage of the reproductive cycle, macrophages promote alveolar bud formation to prepare for milk production if a pregnancy occurs. In the absence of pregnancy, macrophages help facilitate alveolar bud regression as the mice enter the pro-estrous stage of the cycle (2, 34). Analysis of mammary glands from diestrus-staged adult mice shows that alveolar budding is significantly decreased in *Cebpb*^ΔM^ mice as compared to WT littermate controls, strikingly resembling estrous-staged mammary glands (Fig 3C). In addition to local macrophage-derived signals, alveolar bud formation during diestrus is regulated by systemic hormone signaling (34, 35). To determine whether the observed budding defects are due to changes in systemic hormones, mice were treated with exogenous estradiol and progesterone (E+P). Administration of E+P partially restores alveolar budding in *Cebpb*^ΔM^ mammary glands (Fig 3C), suggesting that both local and systemic cues regulate alveolar budding. Because circulating progesterone levels peak during diestrus and promote alveolar budding and ductal side-branching (35, 36, 37), circulating estradiol and progesterone levels were analyzed. Although there are no significant differences in serum hormone levels between WT and *Cebpb*^ΔM^ mice, there is a trend for reduced progesterone in *Cebpb*^ΔM^ mice as compared to WT (Fig 3D). Branch points were also quantified in these mammary glands with no significant differences (Fig 3E), suggesting that modest decreases in circulating progesterone do not alter ductal side-branching. Finally, mammary glands from *Cebpb*^ΔM^ mice exhibit normal ductal architecture, with a single layer of CK8^+^ luminal cells and a single layer of CK14^+^ myoepithelial cells (Fig S1). Together, these results suggest that deletion of C/EBPβ in macrophages reduces alveolar budding, which may be due to altered macrophage signals and moderate changes in progesterone levels.

### Macrophage deletion of *Cebpb* alters the reproductive cycle

Results from E+P treatment of *Cebpb*^ΔM^ mice suggest that modest changes in systemic hormone levels contribute to reduced alveolar budding. Macrophages have also been shown to regulate ovarian physiology, and promote progesterone synthesis in the ovary (38). To address whether macrophage deletion of *Cebpb* alters ovarian function, we asked whether *Cebpb*^ΔM^ mice exhibit normal estrous cycles. Reproductive cycles were tracked by analyzing vaginal smears for a period of eight consecutive days, to ensure all stages were observed. Both WT and *Cebpb*^ΔM^ mice exhibit normal estrous cycles in that each stage is achieved for a period of time, and the overall time to complete one reproductive cycle was similar between groups (96–98 h) (Figs 4A and S2). However, *Cebpb*^ΔM^ mice undergo significantly shorter diestrus stages than WT mice, averaging approximately 30 h as compared to 48 h in WT (Fig 4B and C). These results suggest that macrophage C/EBPβ regulates ovarian function.

**Figure 4.**
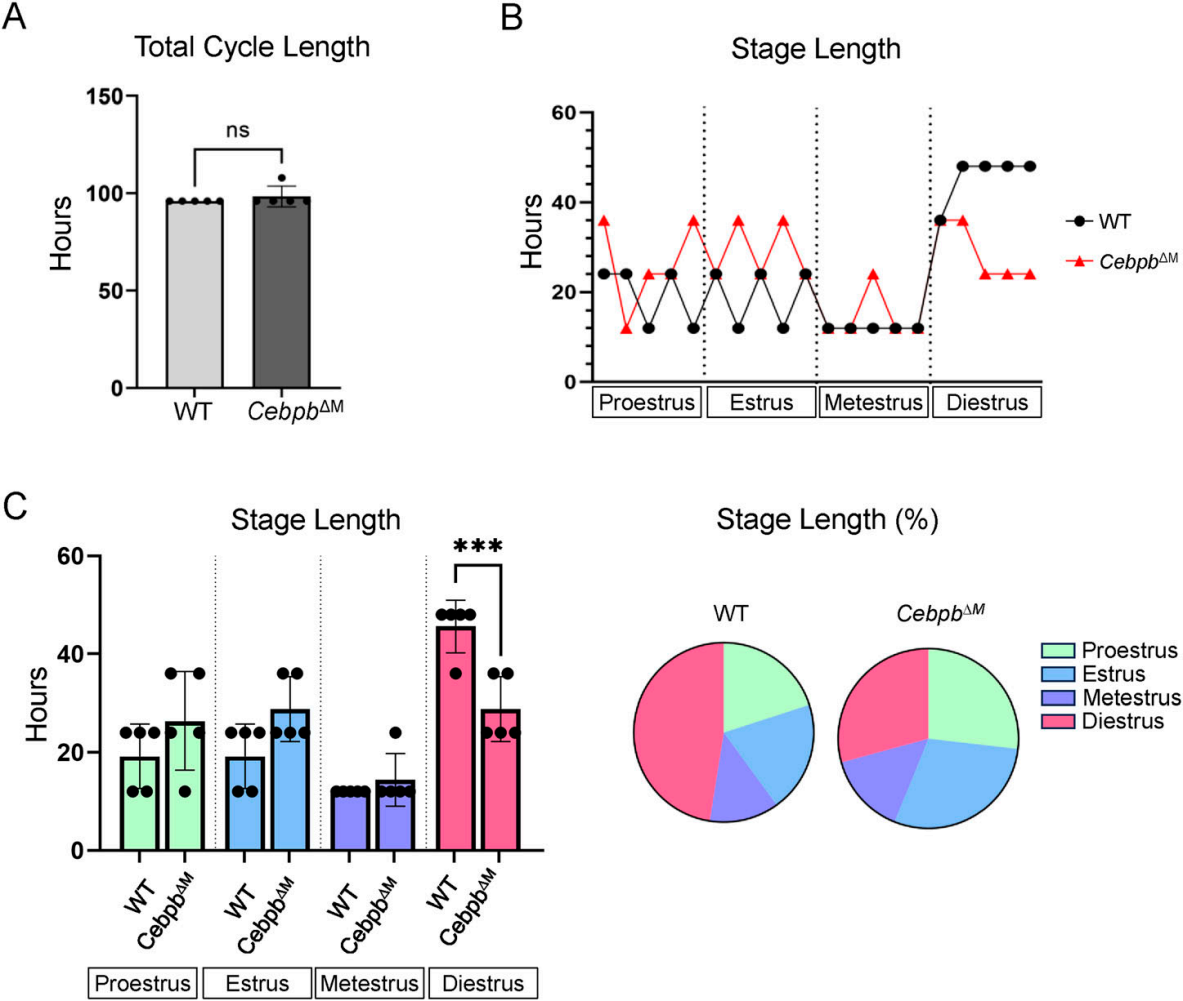
Cebpb^ΔM^ mice have a shorter diestrous stage. Reproductive cycle was tracked by vaginal cytology over a period of eight consecutive days (five mice per group, 10 wk of age). Graphs are represented in hours, which was calculated by dividing the number of days in each cycle by 2 (to represent one cycle) and then multiplied by 24 to determine the number of hours. **(A)** Graph depicts the total cycle length of one complete reproductive cycle of WT and *Cebpb*^∆M^ mice (*P* = 0.35, unpaired *t* test). **(B)** Graph shows the number of hours each individual mouse spent in each stage of the estrous cycle. **(C)** Bar graph shows the number of hours spent in each stage of the estrous cycle (***P = 0.001, one-way ANOVA with multiple comparisons). Pie charts represent the percentage of time spent in each stage of the estrous cycle.

**Figure S2.**
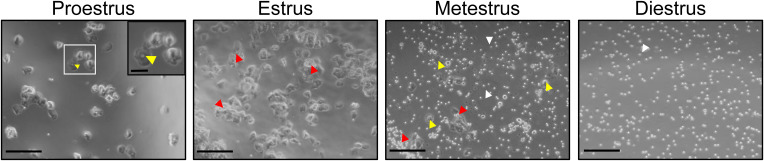
Estrous staging. Vaginal cytology was imaged with a Zeiss Axio Observer inverted microscope with phase contrast, and stages were determined by identifying nucleated or corneated epithelial cells, or leukocytes: pro-estrus, enlarged nucleated epithelial cells (yellow arrows); estrus, enlarged corneated epithelial cells (red arrows); metestrus, nucleated epithelial cells, corneated epithelial cells, and leukocytes (white arrows); diestrus, leukocytes. Scale bar = 100 μm; inset scale bar = 50 μm.

### Ablation of *Cebpb* in macrophages leads to the increased expression of progesterone-induced genes and pathways in the mammary epithelium

To investigate epithelial signaling pathways that may be impacted by *Cebpb* deletion in macrophages, primary mammary epithelial cells (MECs) were isolated from diestrus-matched WT and *Cebpb*^ΔM^ mammary glands and RNA sequencing was performed. 

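MECs were purified from the mammary glands of 10-wk-old diestrus female mice by negative selection, which removes cells that carry markers of other lineages. Their RNA was sequenced as low-input libraries on the DNB-seq platform with paired-end reads of 150 bp. The libraries were WT 1 and 3 and *Cebpb* ΔM 1 and 3, with 2 libraries per genotype. The paper gives no reason why no MEC library numbered 2 is among them. The authors trimmed the reads with Trimmomatic (version 0.33), mapped them to the mouse genome build GRCm38 with HISAT2 (version 2.1.0) and counted read pairs on the genes of Ensembl release 100 with featureCounts (version 1.6.2). Their counting used read strand and pairs with both ends mapped at a mapping quality of at least 10. The values are these whole-number counts per gene, without normalization. The total count was 27008166 in *Cebpb* ΔM 1, 25310926 in *Cebpb* ΔM 3, 26607986 in WT 1 and 25986509 in WT 3, whereas the paper states 20 M reads per sample. At these depths the smallest level that can be shown, 3 counts, corresponds to 0.111 to 0.119 CPM, which are counts scaled to the library total, and this limit covers counting error only. Pearson's r of log2 CPM across genes was 0.980 between the WT libraries and 0.972 between the *Cebpb* ΔM libraries, and it ranged from 0.971 to 0.979 between libraries of different genotypes, where genes are not independent replicates. From the counts, genes shorter than 300 nt were removed and genes above 1 CPM in at least 2 libraries were kept, which left 15698 genes. Library sizes were scaled by edgeR's trimmed mean of M-values (TMM), and levels are given as TMM-scaled CPM. *Cebpb* ΔM and WT were compared with edgeR's quasi-likelihood (QL) test, which allows for the uncertainty of each gene's own variance, in place of the likelihood ratio test named in the paper's methods. Adjusted *P*-values are Benjamini–Hochberg (BH) adjusted over all genes tested, with the paper's threshold of 0.05. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a *P* under 0.333, so whether the genotypes overlapped is stated beside the edgeR result. Of all genes tested, 28.7% had no overlap between the genotypes, where random grouping gives 33.3%. *Cebpb* itself (ENSMUSG00000056501, chromosome 2 from 167688915 to 167690418) had counts of 69 and 42 in *Cebpb* ΔM 1 and 3, and 25 and 28 in WT 1 and 3, which is 2.12 ± 0.747 CPM (SD, n = 2) in *Cebpb* ΔM and 1.02 ± 0.0962 CPM (SD, n = 2) in WT. Its log2 fold change was 1.06 (SE 0.47, QL test adjusted *P* = 0.867). *Cebpb* overlaps *Tmem189* on the opposite strand, and the deletion was directed at macrophages, so this gene does not check the genotype of the MEC libraries.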

Unexpectedly, *Tnfsf11* (RANKL), *Wnt4*, and *Calca* are among the top 10 differentially expressed genes that are significantly increased in the *Cebpb*^ΔM^ epithelium as compared to WT (Figs 5A and S3A, Table S1). These three genes are known progesterone receptor (PR) target genes that mediate ductal proliferation and alveolar budding during diestrus (39). These results suggest that progesterone-induced signals that promote alveolar budding are present in *Cebpb*^ΔM^ mice. 

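The QL test called 8 of the 15698 genes at an adjusted *P* of 0.05 or less, with 7 higher and 1 lower in *Cebpb* ΔM, and 870 genes had an unadjusted *P* under 0.05. The setting that moved this count most was the likelihood ratio test with the replicate number as a block, which called 243 genes. With the block in the QL test the count was 229, with 183 genes higher and 46 lower. With so few libraries, the block leaves little information on each gene's own variance, so its *P*-values rest mostly on variance shared across genes. The pairing itself comes only from the replicate numbers of the labels. Same-numbered libraries deviated from their genotype means with a Pearson's r of 0.106 across the 15698 genes, which are not independent replicates. *Tnfsf11* (ENSMUSG00000022015, chromosome 14 from 78277445 to 78308043), which encodes RANKL, was counted 596 and 245 in *Cebpb* ΔM 1 and 3, and 8 and 0 in WT 1 and 3, a level of 16.1 ± 9.61 CPM (SD, n = 2) in *Cebpb* ΔM and 0.152 ± 0.215 CPM (SD, n = 2) in WT. Its log2 fold change was 6.67 (SE 0.73, QL test adjusted *P* = 0.0111), and it ranked 2 by *P* among the increased genes. DESeq2 gave *Tnfsf11* an adjusted *P* of 0.0765, within a range of 9.56e-35 to 0.904 over the alternatives. *Calca* (ENSMUSG00000030669, chromosome 7 from 114631478 to 114636357), which encodes calcitonin and calcitonin gene-related peptide, was counted 75 and 164 in *Cebpb* ΔM 1 and 3, and 4 and 6 in WT 1 and 3, or 4.55 ± 2.36 CPM (SD, n = 2) in *Cebpb* ΔM and 0.192 ± 0.0571 CPM (SD, n = 2) in WT. The log2 fold change of *Calca* was 4.53 (SE 0.65, QL test adjusted *P* = 0.0405), with rank 6 among the increased genes. *Wnt4* (ENSMUSG00000036856, chromosome 4 from 137277489 to 137299726) had 50.5 ± 16.9 CPM (SD, n = 2) in *Cebpb* ΔM and 25.7 ± 3.89 CPM (SD, n = 2) in WT, with no overlap between the genotypes. Its log2 fold change of 0.98 (SE 0.27, QL test adjusted *P* = 0.271) placed it at rank 176 among the increased genes. With the replicate block, the adjusted *P* of *Wnt4* was 0.0230, within a range of 0.0227 to 1.00 over the alternatives. Among the other genes past the threshold were *Sprr2a3* (2.41), *Klk4*, *Agtr1a* (2.37), *Srm* (1.89) and *Gm20412* (-1.73), with log2 fold changes in parentheses. The QL test adjusted *P* of these genes lay between 0.0111 and 0.0405. *Srm* lies outside the rule for naming genes, and it was chosen after its values were seen because few genes passed. *Agtr1a* overlaps another annotated gene, *Gm20412* overlaps *Rprd1b* on its own strand and *Tgm2* on the opposite strand, and *Sprr2a3* belongs to a family of similar genes between which reads can be split. All 100 MEC genes listed in the paper's Table S1 were tested and changed in the listed direction, 73 up and 27 down, and 96 of them had no overlap between the genotypes. The largest difference between a log2 fold change of these genes and the paper's was 0.0038. Of these 100 genes, 8 had an adjusted *P* of 0.05 or less in the QL test and 89 in the likelihood ratio test. With trended dispersions, shared by genes of similar level and chosen after the values were seen, the likelihood ratio test called all 100.

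**Figure D1:**
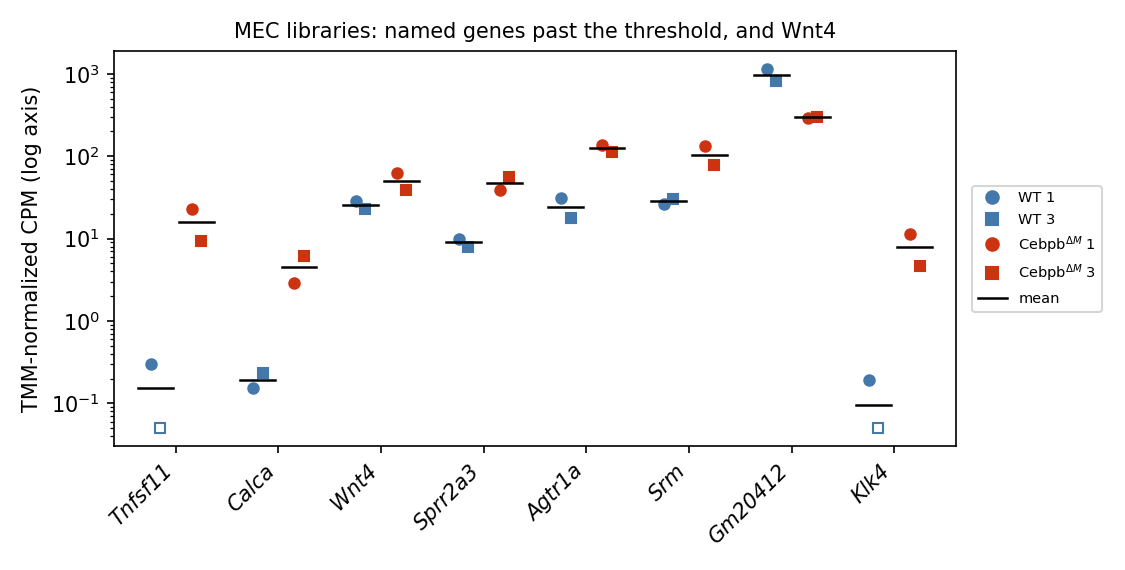
TMM-scaled CPM (log axis) of the genes past the threshold that are named here and of *Wnt4* in each MEC library, with WT in blue and *Cebpb* ΔM in red. Circles are replicate 1, squares replicate 3, black bars the genotype mean, and open symbols at the lower edge libraries with 0 counts. In each gene both *Cebpb* ΔM libraries lie on one side of both WT libraries.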

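The progesterone receptor gene *Pgr* (ENSMUSG00000031870, chromosome 9 from 8899833 to 8968611) had 68.4 ± 23.5 CPM (SD, n = 2) in *Cebpb* ΔM and 77.2 ± 6.49 CPM (SD, n = 2) in WT. The genotypes overlapped, and the log2 fold change of *Pgr* was -0.17 (SE 0.25, QL test adjusted *P* = 1.00). A list of 12 genes of hormone-sensing luminal cells, fixed in advance and including *Esr1*, *Pgr*, *Prlr* and *Foxa1*, was tested with limma's camera, which sets a list against all other genes at an inter-gene correlation of 0.01. Genes that vary together by more than this make the *P* too small. The mean log2 fold change of the list was -0.12 relative to the other genes, with 5 of 12 genes higher in *Cebpb* ΔM (adjusted *P* = 0.368, BH over the marker lists). The mean log2 CPM of the list was 6.69 and 6.81 in *Cebpb* ΔM 1 and 3 and 6.84 in both WT libraries.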

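Pathways were tested in the MEC libraries with limma's camera on 13 mouse Reactome pathways packaged with fgsea, because the gene set collections of the paper were not used here. Of the Reactome pathway Signaling by Wnt, 196 genes were tested, and 96 of them were higher in *Cebpb* ΔM. Their mean log2 fold change was 0.035 above that of the other genes (adjusted *P* = 0.479, BH over the 13 pathways). The alternative that moved this result most was fgsea's preranked test, with an adjusted *P* of 0.149, in a range of 0.149 to 0.494 over the alternatives. With the replicate number as a block, the shift was 0.040 and the adjusted *P* 0.474. The paper's Table S2 lists 25 leading-edge genes for the KEGG Wnt signaling pathway, which were picked on these data and are only described. All 25 were higher in *Cebpb* ΔM, with a median log2 fold change of 0.62 and a range of 0.29 to 1.94. Of these, 19 had no overlap between the genotypes, 14 had an unadjusted *P* under 0.05 in the QL test, and 0 had an adjusted *P* of 0.05 or less. The 8 leading-edge genes of the Hallmark Wnt β-catenin set had a median log2 fold change of 0.64, and 4 of them had an unadjusted *P* under 0.05.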

In support of these data, gene set enrichment analysis (GSEA) shows that *Cebpb*^ΔM^ MECs are enriched for pathways involving Wnt signaling as compared to WT (Fig 5B and C). 

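The genes of the Wnt family were grouped by symbol in advance, and each group was tested with limma's camera in the MEC libraries, with BH adjustment over 6 groups. Of 10 Wnt ligands tested, 7 were higher in *Cebpb* ΔM, with a mean log2 fold change of 0.23 relative to the other genes (adjusted *P* = 0.104). The 10 Frizzled and LRP receptors had a relative mean log2 fold change of -0.030 (adjusted *P* = 0.921), and the sign of this group was opposite in fgsea's preranked test. The 7 secreted Wnt antagonists had -0.15 (adjusted *P* = 0.607). The 4 R-spondin and Lgr genes tested, *Rspo1*, *Lgr4*, *Lgr5* and *Lgr6*, had 0.49 (adjusted *P* = 0.00341), and 3 of them were higher in *Cebpb* ΔM. The adjusted *P* of this group ranged from 0.00289 to 0.212 over the alternatives and was 0.0104 with the replicate block. Among Wnt pathway genes labeled in Fig 5D, *Tnfrsf21* (ENSMUSG00000023915, chromosome 17 from 43016555 to 43089189) had 434 ± 115 CPM (SD, n = 2) in *Cebpb* ΔM and 181 ± 19.4 CPM (SD, n = 2) in WT. The log2 fold change of *Tnfrsf21* was 1.26 (SE 0.24, QL test adjusted *P* = 0.0887). *Ctnnbip1* (ENSMUSG00000028988, chromosome 4 from 149518236 to 149566437), which encodes an inhibitor of β-catenin, had 24.2 ± 5.88 CPM (SD, n = 2) in *Cebpb* ΔM and 9.61 ± 1.06 CPM (SD, n = 2) in WT. This gave a log2 fold change of 1.33 (SE 0.27, QL test adjusted *P* = 0.115). Both genes were called by the likelihood ratio test, DESeq2 and the QL test with the replicate block, with adjusted *P* between 4.25e-04 and 0.00598. *Rspo1*, *Lgr6*, *Ror1*, *Wnt6* and *Rac1* had log2 fold changes from 0.60 to 1.34 and adjusted *P* from 0.240 to 0.782 in the QL test, with no overlap between the genotypes. With the replicate block, *Lgr6* had an adjusted *P* of 0.0487, in a range of 0.0479 to 1.00 over the alternatives. *Ctnnbip1*, *Rspo1*, *Ror1*, *Wnt6* and *Rac1* overlap other annotated genes.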

Further analysis shows that numerous Wnt family members are significantly altered in *Cebpb*^ΔM^ MECs as compared to WT (Fig 5C and D, Tables S2 and S3). For example, *Wnt4*, *Wnt10a*, *Rac3*, and the Wnt antagonist *Nkd1* are significantly up-regulated in *Cebpb*^ΔM^ MECs, whereas non-canonical *Wnt5a* and Wnt agonist *Dkk2* are significantly decreased. These data suggest that ablation of C/EBPβ in macrophages results in alterations in the Wnt landscape of adjacent MECs.

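*Nkd1* (ENSMUSG00000031661, chromosome 8 from 88521354 to 88594884) was counted 925 and 505 in *Cebpb* ΔM 1 and 3, and 229 and 142 in WT 1 and 3, or 27.3 ± 11.6 CPM (SD, n = 2) in *Cebpb* ΔM and 7.11 ± 2.26 CPM (SD, n = 2) in WT. Its log2 fold change was 1.94 (SE 0.35, QL test adjusted *P* = 0.0767). *Wnt10a* (ENSMUSG00000026167, chromosome 1 from 74791516 to 74804179) had 40.4 ± 8.58 CPM (SD, n = 2) in *Cebpb* ΔM and 19.2 ± 1.76 CPM (SD, n = 2) in WT, with a log2 fold change of 1.07 (SE 0.24, QL test adjusted *P* = 0.152). *Rac3* (ENSMUSG00000018012, chromosome 11 from 120721470 to 120723969) had 9.80 ± 2.59 CPM (SD, n = 2) in *Cebpb* ΔM and 4.07 ± 0.0497 CPM (SD, n = 2) in WT, with a log2 fold change of 1.27 (SE 0.32, QL test adjusted *P* = 0.227). *Wnt5a* (ENSMUSG00000021994, chromosome 14 from 28504750 to 28527448) had 50.2 ± 20.8 CPM (SD, n = 2) in *Cebpb* ΔM and 95.7 ± 5.97 CPM (SD, n = 2) in WT, with a log2 fold change of -0.93 (SE 0.27, QL test adjusted *P* = 0.340). *Dkk2* (ENSMUSG00000028031, chromosome 3 from 132085292 to 132180304) had 1.80 ± 0.501 CPM (SD, n = 2) in *Cebpb* ΔM and 3.38 ± 0.212 CPM (SD, n = 2) in WT, with a log2 fold change of -0.91 (SE 0.39, QL test adjusted *P* = 0.828). *Nkd1* and *Wnt5a* overlap other annotated genes. None of these genes passed the threshold in the QL test, in which their unadjusted *P* lay between 1.47e-04 and 0.0395. The likelihood ratio test called *Nkd1*, *Wnt10a* and *Rac3*, with adjusted *P* of 1.70e-04, 0.0164 and 0.0411. Over the alternatives, the adjusted *P* of these genes ranged from 8.97e-07 to 0.904, from 0.00933 to 1.00 and from 0.0345 to 0.904. The QL test with the replicate block called *Wnt5a* (adjusted *P* = 0.0167), in a range of 0.0112 to 1.00 over the alternatives. No setting called *Dkk2*, whose smallest adjusted *P* was 0.570. With each library left out in turn, which leaves 1 library of a genotype and allows no test, the log2 fold change stayed above 0 for *Nkd1* (1.43 to 2.32) and below 0 for *Wnt5a* (-1.43 to -0.56).

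**Figure D2:**
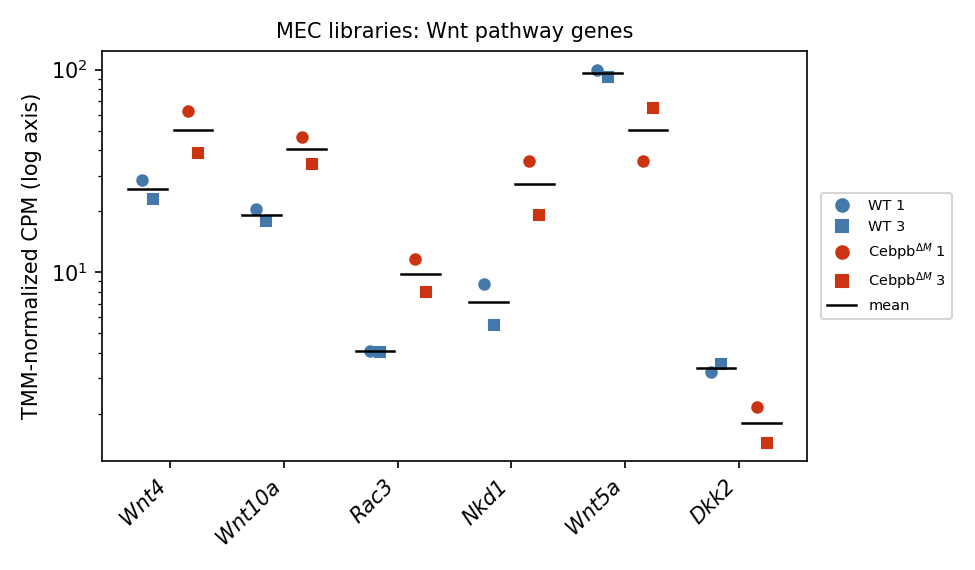
TMM-scaled CPM (log axis) of Wnt pathway genes in each MEC library, with WT in blue and *Cebpb* ΔM in red. Circles are replicate 1, squares replicate 3, and black bars the genotype mean. In each of the genes plotted the genotypes did not overlap, with *Wnt5a* and *Dkk2* lower and the others higher in *Cebpb* ΔM.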

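Of the genes the paper names for MECs, 27 were tested. In the QL test 5 of them had an adjusted *P* of 0.05 or less over all genes, and 25 when adjusted over this list alone. The list was drawn mostly from the paper's own results on these libraries, so the second count shows no stability. It also holds genes that the paper measured by other methods, such as *Ctnnb1*. From the increased Wnt ligands and Wnt pathway genes, the decreased *Wnt5a* and *Dkk2* and the enriched Wnt pathways, the paper proposes that loss of C/EBPβ in macrophages alters Wnt expression in the neighboring epithelium.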

**Figure 5.**
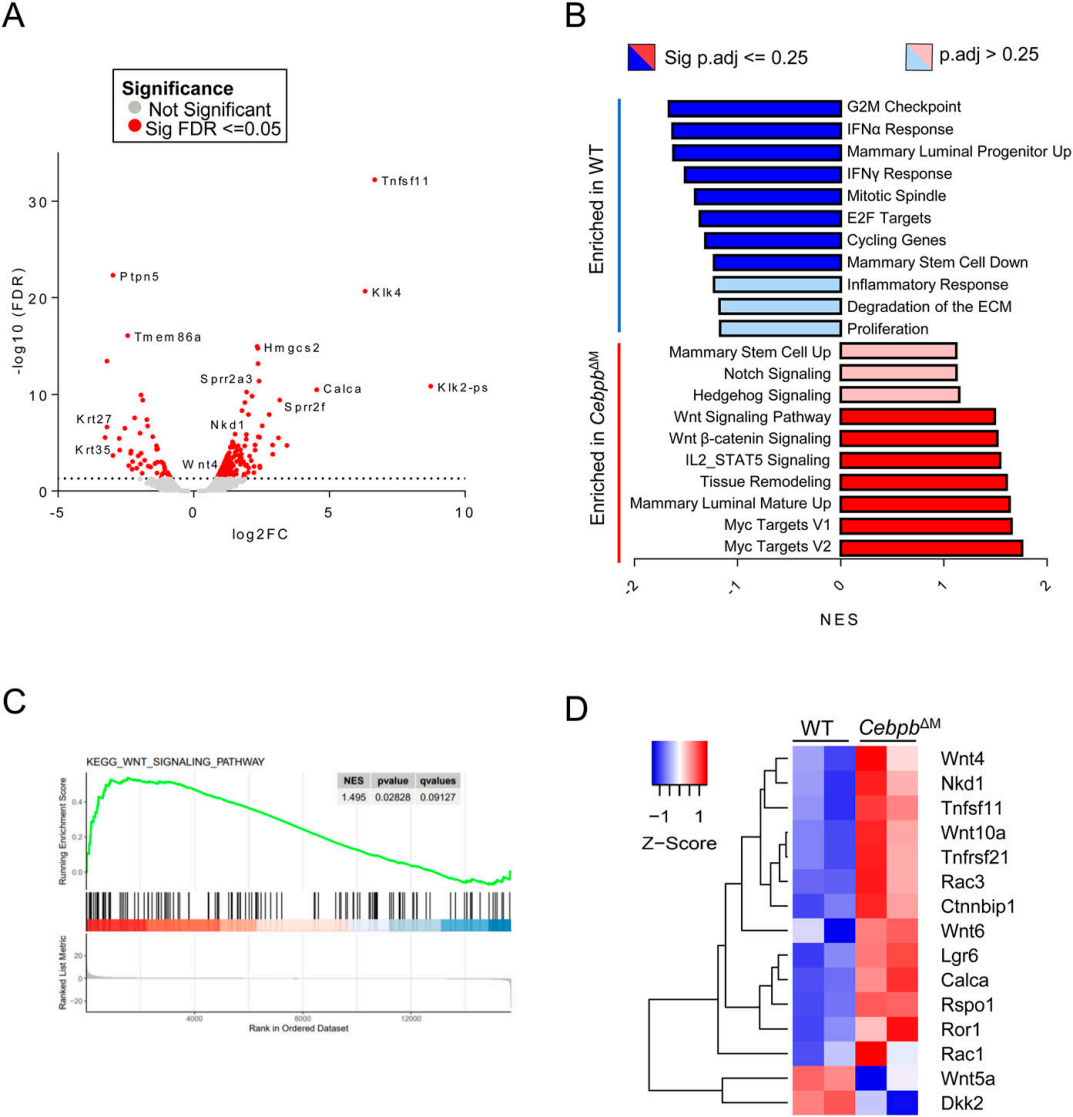
Gene expression analysis of mammary epithelial cells from *Cebpb*^ΔM^ mice. RNA sequencing was performed on mammary epithelial cells (MECs) isolated from 10-wk-old diestrus-staged WT and *Cebpb*^ΔM^ mice. **(A)** Volcano plot representation of differentially expressed genes in *Cebpb*^ΔM^ MECs as compared to WT. Red points mark the genes with significantly increased or decreased expression (*P*-adjusted <=0.05). The x-axis shows log fold changes and the y-axis the −log_10_ (FDR). **(B)** Gene set enrichment analysis identifies unique pathways enriched in WT (blue) MECs and in *Cebpb*^ΔM^ (red) MECs. Pathways were placed in order of the normalized enrichment score (*P*-adjusted <= 0.25). **(C)** Gene set enrichment analysis of the KEGG Wnt signaling pathway (*P*-adjusted = 0.12) enriched in WT MECs compared with *Cebpb*^ΔM^ MECs. **(D)** Heatmap depicts the differential gene expression of selected genes in WT and *Cebpb*^ΔM^ MECs. Genes regulated by PR or expressed in the Wnt pathway are represented, where red indicates higher expression, and blue indicates lower expression.

**Figure S3.**
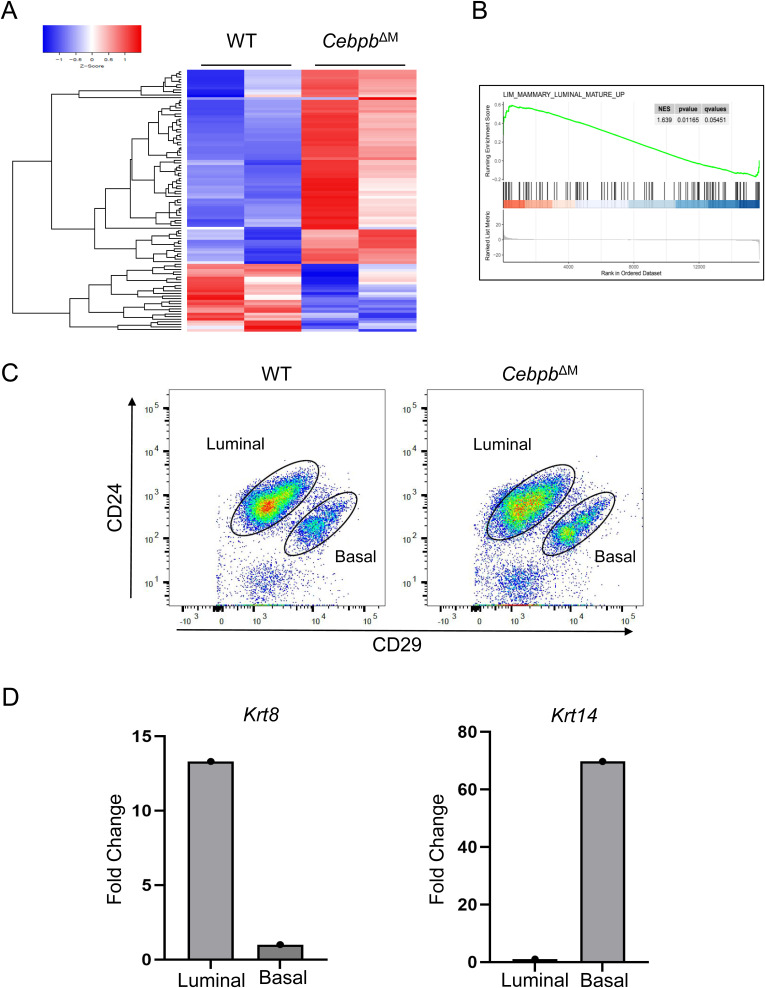
Analysis of mammary epithelial cells from Cebpb^ΔM^ mice. **(A)** Heatmap depicts the top 100 differentially expressed genes in *Cebpb*^ΔM^ MECs compared with WT, with red indicating higher expression and blue indicating lower expression. **(B)** Gene set enrichment analysis of Mammary Luminal Mature Up (*P* = 0.062) depicting WT MECs are enriched for genes expressed in mature luminal epithelial cells. **(C)** Dot plots show sorting strategy for luminal (CD45^−^CD24^+^CD29^Lo^) and basal (CD45^−^CD24^+^CD29^Hi^) cell populations from MECs isolated from the mammary glands of 10-wk-old diestrus-staged mice (three to six mice per group, with representative plots from one biological replicate). **(D)** qRT-PCR analysis of *Krt8* and *Krt14* of luminal and basal cells from WT BALB/c mice. One representative biological replicate is depicted (five mice were analyzed separately for five biological replicates).

Table S1. List of top differentially expressed genes.

Table S2. GSEA analysis of mammary epithelial cells.

Table S3. GSEA pathways and full GSEA names.

In addition to changes in Wnt signaling, GSEA shows that *Cebpb*^ΔM^ MECs are enriched for pathways involving Notch and Hedgehog signaling, both of which have well-established roles in stem cell function (40, 41). 

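In limma's camera test, the 67 genes of the Reactome pathway Signaling by NOTCH had a mean log2 fold change of -0.012 relative to the other genes, with 36 genes higher in *Cebpb* ΔM (adjusted *P* = 0.582). With edgeR's filterByExpr in place of the CPM filter, this shift was 0.025 (adjusted *P* = 0.880), in a range of 0.569 to 0.960 over the alternatives. The 8 Notch receptors and ligands had a relative mean log2 fold change of -0.020 (adjusted *P* = 0.827), with the opposite sign in fgsea's preranked test. The 5 Hes and Hey genes tested, which are targets of Notch, were all higher in *Cebpb* ΔM, with a relative mean log2 fold change of 0.42 (adjusted *P* = 0.0542). The adjusted *P* of these targets was 0.0301 with the replicate block, and it ranged from 0.0123 to 0.212 over the alternatives. The 101 genes of the Reactome pathway Signaling by Hedgehog had -0.082 (adjusted *P* = 0.217), with 32 higher in *Cebpb* ΔM. The paper's leading-edge genes, picked on these data, are described only. The 4 of the Hallmark Notch set had a median log2 fold change of 0.67, with no overlap between the genotypes in 3. The 6 of the Hallmark Hedgehog set had a median of 0.61, with no overlap in 1.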

Interestingly, pathways involving mammary stem/progenitor cells are enriched in WT or *Cebpb*^ΔM^ MECs in a converse fashion. For example, WT MECs are enriched for the Mammary Stem Cell Down pathway, whereas *Cebpb*^ΔM^ MECs are enriched for the Mammary Stem Cell Up pathway. 

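The Mammary Stem Cell Up and Down sets were made by comparing sorted mouse mammary cell populations, and their full gene lists were not used here. The supplementary table lists their leading-edge genes in shortened form, and these genes were picked on the same libraries, so their direction is given and not tested. Of the leading-edge genes listed for Mammary Stem Cell Up, 62 were tested, and all were higher in *Cebpb* ΔM, with a median log2 fold change of 0.56 (range 0.25 to 2.01). The genotypes did not overlap in 43 of them, 24 had an unadjusted *P* under 0.05 in the QL test, and 0 passed after adjustment. Of those listed for Mammary Stem Cell Down, 62 were tested, and all were lower in *Cebpb* ΔM, with a median log2 fold change of -0.29 (range -0.55 to -0.21). In this set 29 genes had no overlap and 0 had an unadjusted *P* under 0.05. The mammary stem cell population is basal, and a list of 12 basal and myoepithelial genes fixed in advance, including *Krt5*, *Krt14* and *Trp63*, had 6 genes higher in *Cebpb* ΔM. Its mean log2 fold change was 0.11 relative to the other genes (limma's camera, adjusted *P* = 0.924).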

Likewise, WT MECs are enriched for the Mammary Luminal Progenitor UP pathway, whereas *Cebpb*^ΔM^ MECs are enriched for the Mammary Luminal Mature Up pathway (Figs 5B and S3B, Tables S2 and S3). 

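The 18 leading-edge genes that the paper lists for the Mammary Luminal Progenitor Up set were all lower in *Cebpb* ΔM. Their median log2 fold change was -0.54 (range -1.19 to -0.33), 14 had no overlap between the genotypes, and 7 had an unadjusted *P* under 0.05 in the QL test. The 11 leading-edge genes of the Mammary Luminal Mature Up set were all higher in *Cebpb* ΔM without overlap, with a median log2 fold change of 0.98. *Tnfsf11* is one of them, and 2 of them passed the threshold. Both lists were picked on these libraries. A list of 11 luminal progenitor genes fixed in advance, including *Kit*, *Elf5* and *Aldh1a3*, had 4 genes higher in *Cebpb* ΔM and a mean log2 fold change of -0.11 relative to the other genes (limma's camera, adjusted *P* = 0.246). The shift of this list was -0.19 with the replicate block (adjusted *P* = 0.115, range 0.115 to 0.504 over the alternatives). With each library left out in turn, the shift ranged from -0.52 to 0.15, so its sign depended on single libraries.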

Finally, *KlK4* and *Klk2-ps*, two peptidases that function in ECM degradation and remodeling, are also significantly increased in the *Cebpb*^ΔM^ epithelium as compared to WT, as is the GSEA pathway Tissue Remodeling (Fig 5A and B, Tables S2 and S3). 

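*Klk4* (ENSMUSG00000006948, chromosome 7 from 43881160 to 43885804) was counted 296 and 122 in *Cebpb* ΔM 1 and 3, and 5 and 0 in WT 1 and 3, or 8.00 ± 4.77 CPM (SD, n = 2) in *Cebpb* ΔM and 0.0950 ± 0.134 CPM (SD, n = 2) in WT. The resulting log2 fold change was 6.31 (SE 0.80, QL test adjusted *P* = 0.0157). *Klk2-ps* (ENSMUSG00000108444, chromosome 7 from 43916254 to 43921873), annotated as a transcribed unprocessed pseudogene, was counted 78 and 28 in *Cebpb* ΔM 1 and 3, and 0 in both WT libraries. It was at least 17.5-fold higher in *Cebpb* ΔM, taking 3 counts as the floor of the WT libraries (QL test adjusted *P* = 0.0832). *Klk2-ps* was called by the likelihood ratio test (adjusted *P* = 2.29e-09), and its adjusted *P* ranged from 6.06e-12 to 1.00 over the alternatives. Kallikrein genes are similar in sequence and lie side by side on chromosome 7, so reads can be split between them. The 12 leading-edge genes that the paper lists for Tissue Remodeling, picked on these data, had a median log2 fold change of 0.71, with no overlap between the genotypes in 8. The Reactome pathway Extracellular matrix organization, with 189 genes, had a mean log2 fold change of -0.047 relative to the other genes (limma's camera, adjusted *P* = 0.448), with the opposite sign in fgsea's preranked test. The 79 genes of Degradation of the extracellular matrix had -0.12 (adjusted *P* = 0.150, range 0.0703 to 0.340 over the alternatives), with 24 genes higher in *Cebpb* ΔM.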

Together, these data suggest that deletion of C/EBPβ in macrophages impacts important pathways that regulate tissue remodeling and stem/progenitor activity.

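In the MEC libraries 31 pathways, gene groups and marker lists were tested with limma's camera, and 5 had an adjusted *P* of 0.05 or less. Of these, 1 was a signaling group, the R-spondin and Lgr genes, and the others were lists of proliferation, hair follicle, milk protein and erythroid genes. The 13 proliferation genes had a mean log2 fold change of -0.74 relative to the other genes, with 1 higher in *Cebpb* ΔM (adjusted *P* = 2.60e-06, range 5.83e-08 to 3.70e-06 over the alternatives). With each library left out in turn, the shift of this list ranged from -1.23 to -0.0012. The value closest to 0 was that without WT 1, so the shift depended on that library. With the replicate number as a block 6 passed, the added set being the Hes and Hey genes. In the main setting none of the 13 Reactome pathways passed. Among them, 2 had an unadjusted *P* under 0.05, Degradation of the extracellular matrix (0.0231) and Chemokine receptors bind chemokines (0.00813). The adjusted *P* of the chemokine pathway ranged from 0.0239 to 0.105 over the alternatives, so its call depended on the setting.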

### *Cebpb* deletion in macrophages causes the increased numbers of PR+ cells in the adjacent epithelium

Previous studies have shown that progesterone signaling induces stem cell expansion and the proliferation of ductal cells during bud formation (35), where PR^+^ cells secrete Wnt4 and RANKL to stimulate the proliferation of adjacent PR^neg^ luminal cells in a paracrine fashion (42, 43). Results from E+P treatment of *Cebpb*^ΔM^ mice suggest that modest decreased systemic hormone levels contribute to reduced alveolar budding. However, branching morphogenesis was normal (Fig 3), a process that is driven by progesterone (37, 44, 45), indicating that progesterone levels are sufficient to induce side-branching. Furthermore, numerous PR target genes that induce proliferation during alveolar budding are significantly increased in the *Cebpb*^ΔM^ mammary epithelium (Fig 5). Thus, we hypothesized that local PR signaling is enhanced in *Cebpb*^ΔM^ MECs, which may lead to changes in PR-mediated Wnt signaling. To address local PR signals, PR expression and several markers of proliferation were analyzed by immunostaining WT or *Cebpb*^ΔM^ mammary glands during the diestrus phase. In support of the RNA-sequencing data, the number of PR^+^ cells is significantly increased in the epithelium of *Cebpb*^ΔM^ mammary glands as compared to WT littermates from both 7- and 10-wk-old mice (Fig 6A). Quantification of BrdU, Ki67, and cyclin D1 in MECs shows that there are no significant changes in proliferation between *Cebpb*^ΔM^ and WT mammary glands (Fig 6B). Increased PR and PR target genes accompanied by decreased budding are interesting, and suggest that the altered spatial distribution of PR^+^ cells may lead to the inability of PR^neg^ adjacent cells to receive or respond to key paracrine signals from PR^+^ cells (44, 45, 46).

**Figure 6.**
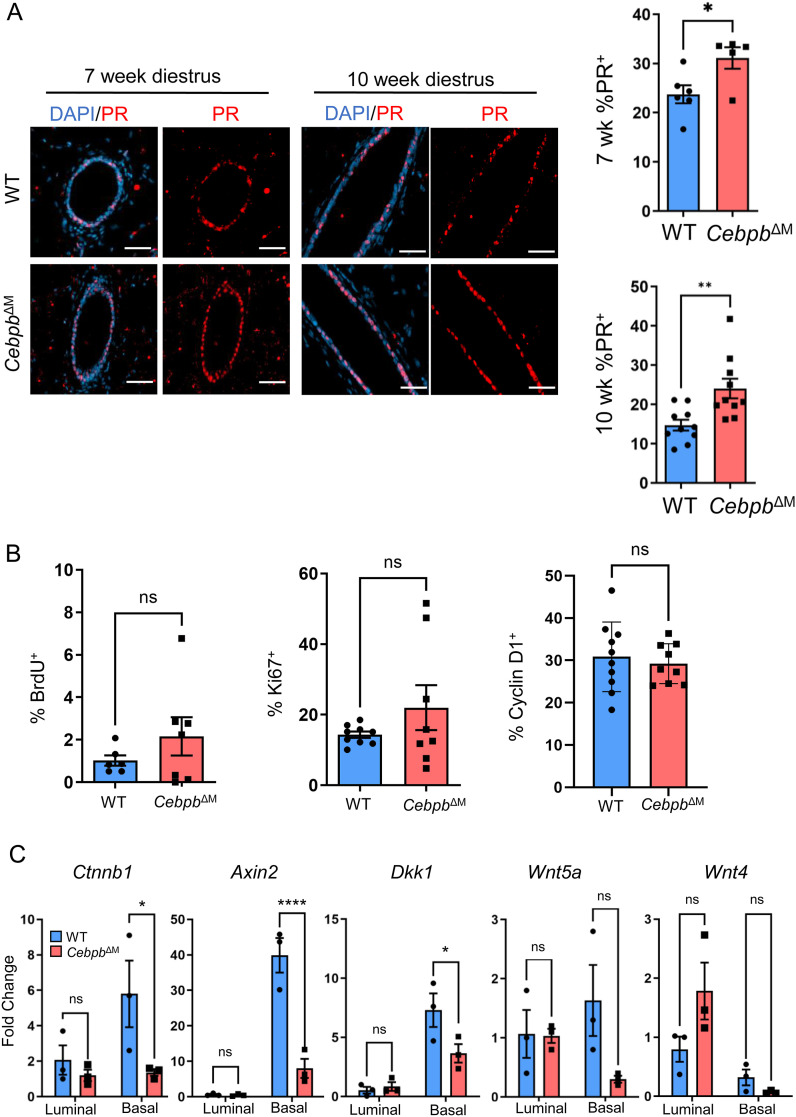
Altered expression of the PR and Wnt pathway in the *Cebpb*^ΔM^ mammary epithelium. **(A)** Representative images from 7-wk-old (20X, scale bar = 50 μm) or 10-wk-old (40X, scale bar = 40 μm) WT and *Cebpb*^ΔM^ mice harvested in diestrus, depicting PR (red) expression. Graphs show the quantification of PR^+^ mammary epithelial cells expressed as a percentage of epithelial cells. A minimum of 500 DAPI ductal cells were counted, divided by the number of PR^+^ cells, and multiplied by 100 to calculate the percent of PR^+^ cells. Values are the mean and SEM from 5 to 10 mice per group (*P = 0.03, **P = 0.004, unpaired *t* test). **(B)** Percent of ductal epithelial cells expressing BrdU (*P* = 0.28), Ki67 (*P* = 0.22), or cyclin D1 (*P* = 0.61), where a minimum of 500 DAPI ductal cells were counted, divided by the number of marker-specific positive cells, and multiplied by 100 to calculate the percent of proliferating cells. Values are shown as the mean and SEM from 6 to 10 mice per group of 10-wk-old diestrus-staged mice (unpaired *t* test). **(C)** MECs were isolated from the mammary glands of 10-wk-old diestrus-staged mice and FACS-sorted for luminal (CD45^−^CD24^+^CD29^Lo^) and basal (CD45^−^CD24^+^CD29^Hi^) epithelium. Graphs show qRT-PCR for alterations in the Wnt signaling pathway using primers to *Ctnnb1* (*P = 0.04), *Axin2* (****P < 0.0001), *Dkk1* (*P = 0.05), *Wnt5a* (*P* = 0.12), and *Wnt4* (*P* = 0.05). Values shown are the mean and SD (two-way ANOVA with multiple comparisons, three mice per group).

### Canonical Wnt genes are decreased in *Cebpb*^ΔM^ basal cells

Our results suggest that deletion of *Cebpb* in macrophages leads to alterations in PR-responsive genes in the adjacent epithelium, without significantly affecting proliferation. PR-induced RANKL and Wnt4 have been shown to mediate mammary stem cell activity characterized by transient proliferative bursts to induce bud formation (42, 47, 48). These findings coupled with GSEA results that show alterations in stem cell pathways (Fig 5) led to the hypothesis that the basal cell component of the *Cebpb*^ΔM^ mammary epithelium, which includes stem cells, may have impaired Wnt signaling that leads to decreased mammary stem cell expansion and consequent decreased budding. In the adult mammary gland, Wnt ligands are differentially expressed in the luminal or basal cell compartments, where canonical Wnt/β-catenin signaling specifies basal cell fate and stem cell activity (49, 50). To examine canonical Wnt signaling in basal cells, primary MECs were isolated from the mammary glands of diestrus-staged WT and *Cebpb*^ΔM^ mice and FACS-sorted for LIN^−^CD24^+^CD29^Lo^ (luminal) and LIN^−^CD24^+^CD29^Hi^ (basal) populations (Fig S3C). Purity of cell populations was confirmed by qRT-PCR for *Krt8* (luminal) or *Krt14* (basal) expression (Fig S3D). In WT mammary glands, qRT-PCR analysis shows that *Ctnnb1* (β-catenin), *Axin2*, and *Dkk1* are highly expressed in basal cells as compared to luminal cells, consistent with previous reports (50, 51, 52). However, these three genes are significantly decreased in *Cebpb*^ΔM^ basal cells, indicative of decreased canonical Wnt signaling in basal cells (Fig 6C). Similar trends are shown for Wnt ligands, where *Wnt5a* mRNA is reduced in basal cells and *Wnt4* is increased in luminal cells from *Cebpb*^ΔM^ mice as compared to WT (Fig 6C). These results suggest that ablation of C/EBPβ in macrophages results in decreased canonical Wnt signaling in adjacent basal cells, which normally promotes stem cell expansion during bud formation.

### C/EBPβ-deficient macrophages exhibit increased phagocytic activity and down-regulate *Notch*

Although progesterone induces epithelial-derived proliferation signals, macrophages also secrete factors that act on adjacent basal cells to stimulate mammary stem cell expansion. To address whether the observed changes in the *Cebpb*^ΔM^ epithelium are the result of decreased macrophage recruitment, F4/80^+^ cells were quantified in the adjacent epithelium. Although there is a reduction in the number of macrophages being recruited to the ductal epithelium of *Cebpb*^ΔM^ mammary glands as compared to WT, the number of macrophages recruited to alveolar buds or the distal tips remains unchanged (Fig 7A). These data suggest that budding alterations are likely not due to decreased macrophage numbers.

**Figure 7.**
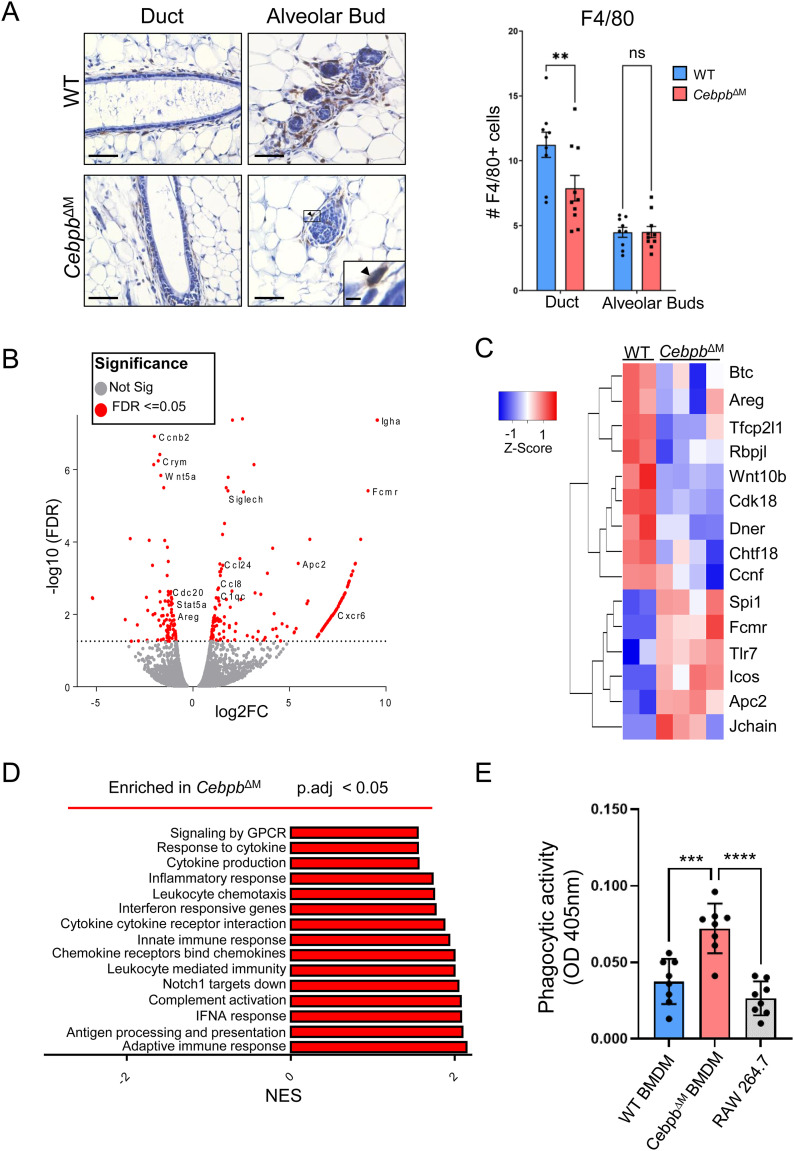
Altered gene expression and function in *Cebpb*^ΔM^ macrophages. **(A)** Representative 40X images (inset 200X) of F4/80 immunostaining in 10-wk-old mammary glands from WT and *Cebpb*^ΔM^ diestrus-staged mice (five mice per group) (scale bar = 40 μm; inset scale bar = 0.2 μm; arrow depicts F4/80+ cell). The graph shows the quantitation of the average number of F4/80+ cells per FOV. A minimum of five FOV (at least five ductal or five alveolar buds) were counted for each group (**P = 0.006, two-way ANOVA with multiple comparisons). **(B)** Volcano plot representation of differentially expressed genes in *Cebpb*^ΔM^ macrophages as compared to WT. Red points mark the genes with significantly increased or decreased expression (−log_10_[FDR] > 2). **(C)** Heatmap depicts differentially expressed genes in *Cebpb*^ΔM^ macrophages compared with WT. **(D)** GSEAs showing pathways enriched in *Cebpb*^ΔM^ macrophages. Pathways were placed in order of the normalized enrichment score (*P*-adjusted <0.05). **(E)** Phagocytic activity of BMDMs from WT and *Cebpb*^ΔM^ mice measured by absorbance (OD 405 nm) using Phagocytosis Assay Kit, where *Cebpb*^ΔM^ BMDMs have increased ability to phagocytose Zymosan particles. RAW 264.7 cells serve as a positive control. Values are the mean and SEM (***P = 0.0002, ****P < 0.0001, one-way ANOVA with multiple comparisons). Eight technical replicates are shown for one representative experiment, and the experiment was performed three times (three biological replicates).

To identify C/EBPβ-induced macrophage factors that contribute to alveolar budding of adjacent epithelial cells, RNA sequencing was performed on macrophages. 

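The macrophages came from mammary glands of 10-wk-old diestrus female mice and were selected with antibody to F4/80, a surface protein of macrophages. Their libraries were sequenced and counted by the authors in the same way as the MEC libraries. There were 2 libraries labeled WT, numbered 4 and 5, and 4 labeled *Cebpb* ΔM, numbered 4 to 7. The total count was 18252188, 19784862, 19091918 and 16935000 in the libraries labeled *Cebpb* ΔM (median 18672053), and 18430304 and 20174722 in those labeled WT. At these totals 3 counts correspond to 0.149 to 0.177 CPM. Pearson's r of log2 CPM across genes was 0.910 between the WT-labeled libraries, and it ranged from 0.913 to 0.951 between libraries labeled *Cebpb* ΔM, and from 0.905 to 0.932 between genotypes, where genes are not independent replicates. The counts were filtered and tested in the same way as for MECs, in a separate fit, which left 17772 genes. With 2 libraries against 4, an exact one-sided permutation test of a single gene cannot give a *P* under 0.0667, and by chance 13.3% of genes have no overlap between the genotypes, whereas 18.7% had none. *Cebpb* was counted 16, 13, 5 and 4 in libraries labeled *Cebpb* ΔM 4 to 7, and 13 and 15 in those labeled WT 4 and 5. Without TMM scaling this corresponds to 0.508 ± 0.312 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 0.724 ± 0.0270 CPM (SD, n = 2) in those labeled WT, which is below the filter of 1 CPM, so the gene was not tested. The libraries labeled *Cebpb* ΔM 4 and 5 had as many *Cebpb* counts as those labeled WT, so these counts do not separate the libraries by genotype, and the groups compared are those of the labels.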

Immune cells were isolated from the mammary glands of WT and *Cebpb*^ΔM^ mice, and macrophages were enriched using an F4/80 positive selection kit. Analysis of *Cebpb*^ΔM^ macrophages shows 263 differentially expressed genes (*P*-adjusted <0.05), with 84 genes down-regulated and 179 genes up-regulated when compared to WT macrophages (Figs 7B and S4, Table S1). 

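The QL test called 0 of the 17772 genes at an adjusted *P* of 0.05 or less, with a smallest adjusted *P* of 0.417. At an unadjusted *P* under 0.05 there were 1735 genes, of which 944 were higher and 791 lower in libraries labeled *Cebpb* ΔM. Of the alternatives fixed in advance that keep the design, DESeq2 moved this count most, to 201 genes, with 165 higher and 36 lower. The likelihood ratio test of edgeR called 138, with 111 higher and 27 lower. With trended dispersions, shared by genes of similar level, and the filter after TMM, it called 263, with 179 higher and 84 lower. This setting was searched for after the values were seen, by its closeness to the paper's Table S1, so the match is no independent evidence. With each *Cebpb* ΔM-labeled library left out in turn, the QL test called 0 genes in each fit, and 1230 to 1813 genes had an unadjusted *P* under 0.05. The 100 macrophage genes listed in the paper's Table S1 were all tested, and all changed in the listed direction, 71 up and 29 down. Their log2 fold changes differed from the paper's by at most 0.105. Of these genes 63 had no overlap between the genotypes, and 46 had an adjusted *P* of 0.05 or less in the likelihood ratio test and 0 in the QL test. With trended dispersions, chosen after the values were seen, the likelihood ratio test called all 100.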

Differentially expressed genes that are significantly increased in *Cebpb*^ΔM^ macrophages contribute to chemotactic, inflammatory functions (*Cxcr6*, *Ccl8*, *Ccl24*) and complement activation (*C1qc*). 

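*Ccl8* (ENSMUSG00000009185, chromosome 11 from 82115185 to 82116799), which encodes a chemokine, had 233 ± 43.0 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 101 ± 5.92 CPM (SD, n = 2) in those labeled WT. Its log2 fold change was 1.21 (SE 0.20, QL test adjusted *P* = 0.417), and the genotypes did not overlap. *Ccl24* (ENSMUSG00000004814, chromosome 5 from 135569937 to 135573049), also a chemokine gene, had 246 ± 70.2 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 93.5 ± 7.16 CPM (SD, n = 2) in those labeled WT, again without overlap. The log2 fold change of *Ccl24* was 1.40 (SE 0.27, QL test adjusted *P* = 0.417). *C1qc* (ENSMUSG00000036896, chromosome 4 from 136889804 to 136893065), a gene of the first complement component, had 1108 ± 153 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 478 ± 171 CPM (SD, n = 2) in those labeled WT, and its log2 fold change was 1.21 (SE 0.24, QL test adjusted *P* = 0.417) without overlap. The chemokine receptor gene *Cxcr6* (ENSMUSG00000048521, chromosome 9 from 123806475 to 123811760) was counted 22, 12, 34 and 7 in libraries labeled *Cebpb* ΔM 4 to 7, and 0 and 0 in those labeled WT 4 and 5. Its mean was at least 6.43-fold higher in libraries labeled *Cebpb* ΔM (QL test adjusted *P* = 0.435), and it overlaps *Fyco1* on the opposite strand. These genes were called by the likelihood ratio test, with an adjusted *P* of 9.88e-04 for *Ccl8*, 0.00367 for *Ccl24*, 0.00620 for *C1qc* and 0.00762 for *Cxcr6*. Over the alternatives, the adjusted *P* ranged from 5.12e-05 to 0.482 for *Ccl8*, from 4.05e-04 to 0.482 for *Ccl24*, from 7.42e-04 to 0.482 for *C1qc* and from 0.00762 to 0.553 for *Cxcr6*. Of the genes the paper names for macrophages, 39 were tested, with 0 called in the QL test over all genes and 22 when adjusted over this list alone. The list was drawn mostly from the paper's own results on these libraries, so the second count shows no stability. It also holds genes such as *Notch2* and *Il6*, which the paper measured by qRT-PCR in BMDMs.

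**Figure D3:**
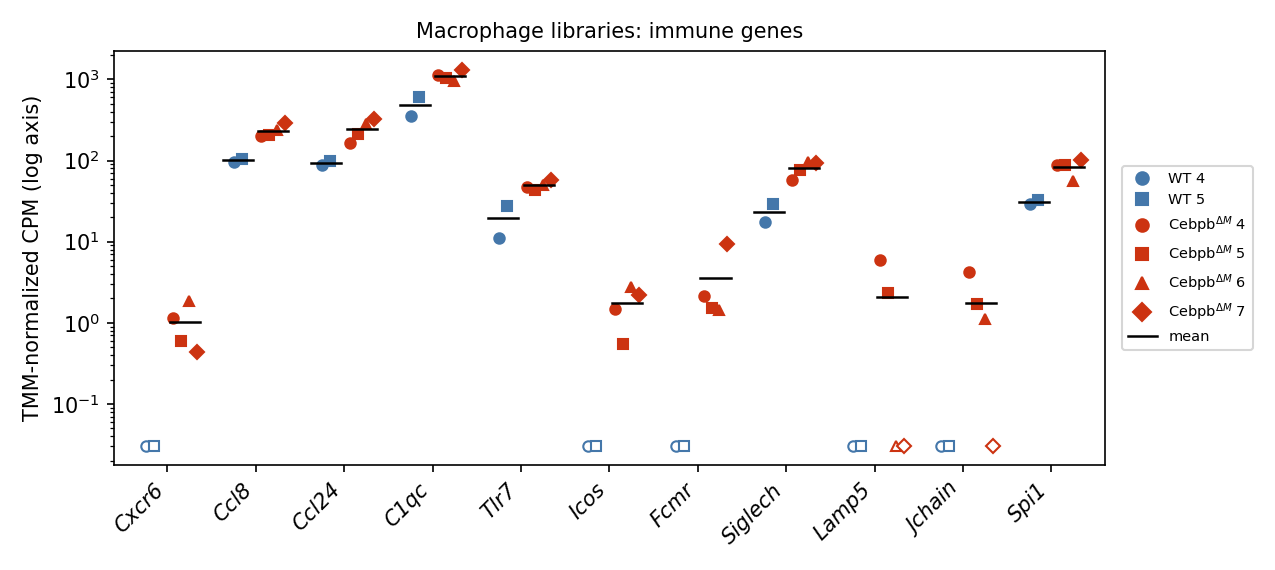
TMM-scaled CPM (log axis) of the immune genes named in the paper in each macrophage library, with libraries labeled WT in blue and *Cebpb* ΔM in red. Each marker shape is a replicate number, black bars are the genotype mean, and open symbols at the lower edge are libraries with 0 counts, which *Lamp5* has in libraries labeled *Cebpb* ΔM 6 and 7 and *Jchain* in 7.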

Immunoregulatory and phagocytic factors (*Tlr7*, *Icos*, *Fcmr*, *Siglech*, *Lamp5*) and macrophage activation genes (*Jchain*, *Spi1*) are also up-regulated (Fig 7C, Table S1). Similarly, GSEA shows that *Cebpb*^ΔM^ macrophages are significantly enriched for various immune response pathways, which may suggest that *Cebpb*^ΔM^ macrophages are more immunologically active (Fig 7D, Tables S3 and S4). It should be noted that several epithelial factors (*Krt14*, *Csn2*, *Csn1s1*) are also enriched in C/EBPβ-deficient macrophages, which may be indicative of phagocytosed epithelial cells. These results led to the hypothesis that *Cebpb*^ΔM^ macrophages have increased phagocytic activity as compared to WT. 

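*Siglech* (ENSMUSG00000051504, chromosome 7 from 55768178 to 55778925) had 81.1 ± 17.9 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 23.1 ± 7.99 CPM (SD, n = 2) in those labeled WT, a log2 fold change of 1.81 (SE 0.29, QL test adjusted *P* = 0.417). *Spi1* (ENSMUSG00000002111, chromosome 2 from 91082390 to 91115756), which encodes the transcription factor PU.1, had 83.6 ± 19.5 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 30.9 ± 2.23 CPM (SD, n = 2) in those labeled WT, a log2 fold change of 1.43 (SE 0.26, QL test adjusted *P* = 0.417). *Tlr7* (ENSMUSG00000044583, chromosome X from 167304929 to 167330558) had 49.3 ± 5.99 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 19.4 ± 11.9 CPM (SD, n = 2) in those labeled WT, a log2 fold change of 1.34 (SE 0.33, QL test adjusted *P* = 0.417). These genes had no overlap between the genotypes. The likelihood ratio test called *Siglech* (adjusted *P* = 2.46e-04, range 1.79e-06 to 0.482 over the alternatives) and *Spi1* (adjusted *P* = 0.00105, range 1.77e-06 to 0.482). DESeq2 called *Tlr7* (adjusted *P* = 0.0237, range 0.00421 to 0.482 over the alternatives). The remaining genes had 0 counts in both WT-labeled libraries. *Icos* (ENSMUSG00000026009, chromosome 1 from 60977927 to 61000320) was counted 28, 11, 50 and 36 in libraries labeled *Cebpb* ΔM 4 to 7, which is at least 11.0-fold higher (QL test adjusted *P* = 0.424), and it overlaps another annotated gene. *Fcmr* (ENSMUSG00000042474, chromosome 1 from 130865669 to 130880791) was counted 41, 30, 26 and 150, at least 22.4-fold higher (QL test adjusted *P* = 0.435). In the likelihood ratio test *Icos* was called (adjusted *P* = 0.00113, range 0.00113 to 0.499 over the alternatives), as was *Fcmr* (adjusted *P* = 6.42e-04, range 3.77e-06 to 0.499). *Lamp5* (ENSMUSG00000027270, chromosome 2 from 136052239 to 136069917) was counted 114 and 46 in libraries labeled *Cebpb* ΔM 4 and 5 and 0 in 6 and 7 (QL test adjusted *P* = 0.541), with a mean at least 13.8-fold higher. *Jchain* (ENSMUSG00000067149, chromosome 5 from 88519809 to 88527891) was counted 82, 34 and 20 in libraries labeled *Cebpb* ΔM 4 to 6 and 0 in 7, with a mean at least 11.7-fold higher (QL test adjusted *P* = 0.479). DESeq2 called *Jchain* (adjusted *P* = 0.0428, range 9.84e-05 to 0.578 over the alternatives).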

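In limma's camera test on the macrophage libraries, the 33 genes of the Reactome pathway Chemokine receptors bind chemokines had a mean log2 fold change of 0.98 relative to the other genes, with 32 higher in libraries labeled *Cebpb* ΔM (adjusted *P* = 1.33e-07, BH over 13 pathways). Over the alternatives its adjusted *P* ranged from 1.29e-07 to 5.68e-04. The 22 genes of the Complement cascade had 0.28 (adjusted *P* = 8.29e-04), with 16 higher, and over the alternatives its adjusted *P* ranged from 8.10e-04 to 0.292. With the replicate block the shift of this pathway was 0.038 (adjusted *P* = 0.292), and with each library left out in turn it ranged from -0.018 to 0.39. The 454 genes of the Innate Immune System had 0.070 (adjusted *P* = 0.0488), with 278 higher. With each *Cebpb* ΔM-labeled library left out in turn, the adjusted *P* of the Innate Immune System ranged from 0.00577 to 0.192, and over the other alternatives from 3.88e-06 to 0.532, so its call depended on the libraries and the setting used. The Adaptive Immune System (369 genes, relative mean log2 fold change 0.066, adjusted *P* = 0.135) and MHC class II antigen presentation (79 genes, -0.065, adjusted *P* = 0.696) did not pass. fgsea's preranked test called the Adaptive Immune System (adjusted *P* = 5.46e-04, range 5.46e-04 to 0.532 over the alternatives). The leading-edge genes of the paper's immune sets were picked on these data and are described only, and all that were tested were higher in libraries labeled *Cebpb* ΔM. For leukocyte chemotaxis 65 genes had a median log2 fold change of 0.59, and 26 had an unadjusted *P* under 0.05 in the QL test. For the cytokine receptor set these were 62 genes, a median of 0.66 and 26 genes, for complement activation 15, 0.83 and 11, and for antigen processing 21, 0.74 and 15. From the increased immune genes and the enriched immune response pathways, the paper proposes that macrophages without C/EBPβ may be more immunologically active.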

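*Csn2* (ENSMUSG00000063157, chromosome 5 from 87692624 to 87699630), which encodes β-casein, was counted 4685, 344, 10 and 0 in libraries labeled *Cebpb* ΔM 4 to 7, and 0 and 1 in those labeled WT 4 and 5. Its mean was at least 441-fold higher in libraries labeled *Cebpb* ΔM (QL test adjusted *P* = 0.494), and the genotypes overlapped. *Csn1s1* (ENSMUSG00000070702, chromosome 5 from 87666208 to 87682578), which encodes an α-casein, was counted 5516, 887, 57 and 3 in libraries labeled *Cebpb* ΔM 4 to 7, and 56 and 60 in those labeled WT 4 and 5. The log2 fold change of *Csn1s1* was 4.83 (SE 2.10, QL test adjusted *P* = 0.507), with overlap. *Krt14* (ENSMUSG00000045545, chromosome 11 from 100203162 to 100207548), a keratin of basal epithelial cells, had 362 ± 275 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 125 ± 93.3 CPM (SD, n = 2) in those labeled WT, a log2 fold change of 1.54 (SE 0.87, QL test adjusted *P* = 0.603) with overlap. The likelihood ratio test did not call these genes (adjusted *P* of 0.133 for *Csn2*, 0.391 for *Csn1s1* and 0.665 for *Krt14*, with ranges over the alternatives of 1.28e-89 to 0.585, 8.88e-56 to 0.606 and 5.64e-14 to 0.749). A list of 14 general epithelial genes, such as *Epcam*, *Krt8* and *Krt18*, had a mean log2 fold change of -0.54 relative to the other genes, with 1 of 14 higher in libraries labeled *Cebpb* ΔM (limma's camera, adjusted *P* = 1.58e-07). Its mean log2 CPM was 8.30, 7.81, 7.66 and 7.87 in libraries labeled *Cebpb* ΔM 4 to 7, and 8.55 and 8.28 in those labeled WT 4 and 5. The 12 basal and myoepithelial genes, *Krt14* among them, had a relative mean log2 fold change of 0.82 with 12 of 12 higher (adjusted *P* = 0.00169). The mean log2 CPM of the basal list was 7.60, 6.95, 6.66 and 5.39 in libraries labeled *Cebpb* ΔM 4 to 7, and 6.29 and 5.69 in those labeled WT 4 and 5. The 6 milk protein genes had 5.93 with 6 of 6 higher (adjusted *P* = 0.00170). The shift of the milk protein list ranged from 1.56 to 6.30 with each library left out in turn, and its adjusted *P* from 8.57e-07 to 0.633 with each *Cebpb* ΔM-labeled library left out. A list of 15 macrophage genes had 0.53 with 15 of 15 higher (adjusted *P* = 1.08e-09).

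**Figure D4:**
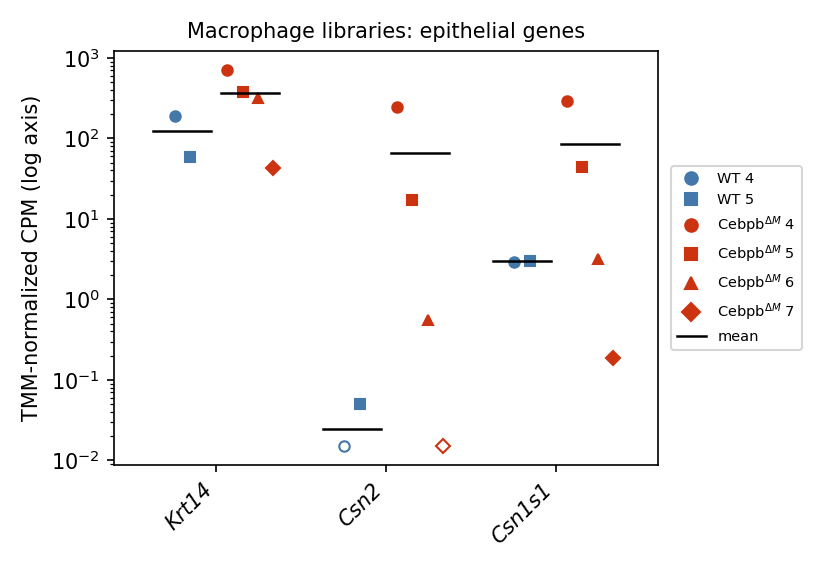
TMM-scaled CPM (log axis) of *Krt14*, *Csn2* and *Csn1s1* in each macrophage library, with libraries labeled WT in blue and *Cebpb* ΔM in red. Each marker shape is a replicate number, black bars are the genotype mean, open symbols at the lower edge are libraries with 0 counts, and the casein genes are highest in the *Cebpb* ΔM library 4.

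**Figure D5:**
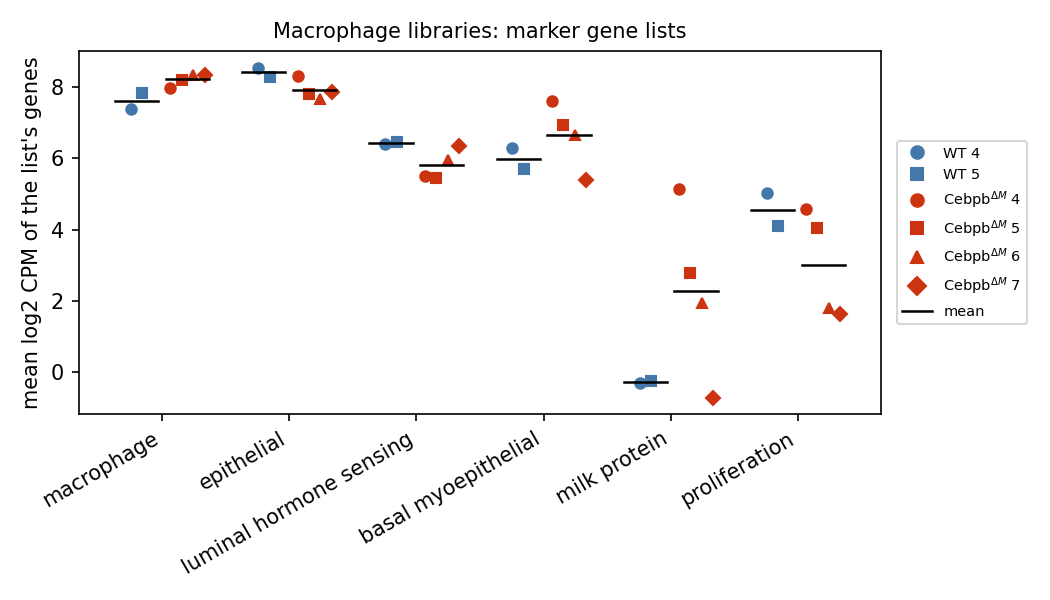
Mean log2 CPM of marker lists in each macrophage library, with libraries labeled WT in blue and *Cebpb* ΔM in red. Each marker shape is a replicate number and black bars are the genotype mean, and the proliferation list is lower in libraries labeled *Cebpb* ΔM 6 and 7 than in 4 and 5.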

To test this hypothesis, BMDMs were isolated from WT or *Cebpb*^ΔM^ mice and assessed for their ability to engulf Zymosan particles. Compared with WT cells, C/EBPβ-deficient BMDMs have a significant increase in phagocytic capacity (Fig 7E), supporting a more immunologically active phenotype.

**Figure S4.**
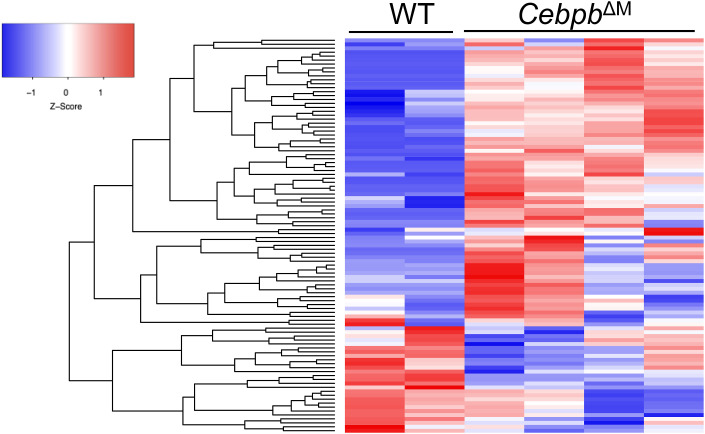
Differentially expressed genes in *Cebpb*^ΔM^ macrophages. Heatmap depicts the top 100 differentially expressed genes in *Cebpb*^ΔM^ macrophages compared with WT, with red indicating higher expression and blue indicating lower expression.

Table S4. GSEA analysis of macrophages.

Because high phagocytic capacity has been reported in anti-inflammatory, tissue-reparative macrophages (53, 54), we asked whether C/EBPβ-deficient macrophages demonstrate a shift in the macrophage phenotype. WT or *Cebpb*^ΔM^ BMDMs were treated with LPS to induce a pro-inflammatory phenotype (M1-like), or IL-4/IL-13 to induce an anti-inflammatory phenotype (M2-like), and various cytokines were analyzed by qRT-PCR. *Cebpb*^ΔM^ BMDMs show a significant decrease in *Il6*, *Tnfa*, and *Nos2* in LPS-treated macrophages as compared to WT, suggesting the reduced expression of pro-inflammatory cytokines (Fig 8A). Likewise, BMDMs were treated with control (unconditioned) or conditioned media from the MEC line HC11 to determine whether epithelial-derived factors influence the macrophage phenotype. Notably, control media induce *Il6* and *Nos2* in *Cebpb*^ΔM^ BMDMs as compared to WT. However, *Cebpb*^ΔM^ BMDMs significantly decrease the expression of these cytokines when treated with HC11 conditioned media as compared to control media, suggesting an anti-inflammatory macrophage phenotype. *Tnfa* expression was barely detectable (i.e., CT > 38) in all groups analyzed (Fig 8B). Together, these data suggest that *Cebpb*^ΔM^ macrophages are highly phagocytic and reduce the expression of pro-inflammatory cytokines, suggesting the adoption of an M2-like tissue-reparative phenotype, consistent with enhanced tissue remodeling during alveolar budding.

**Figure 8.**
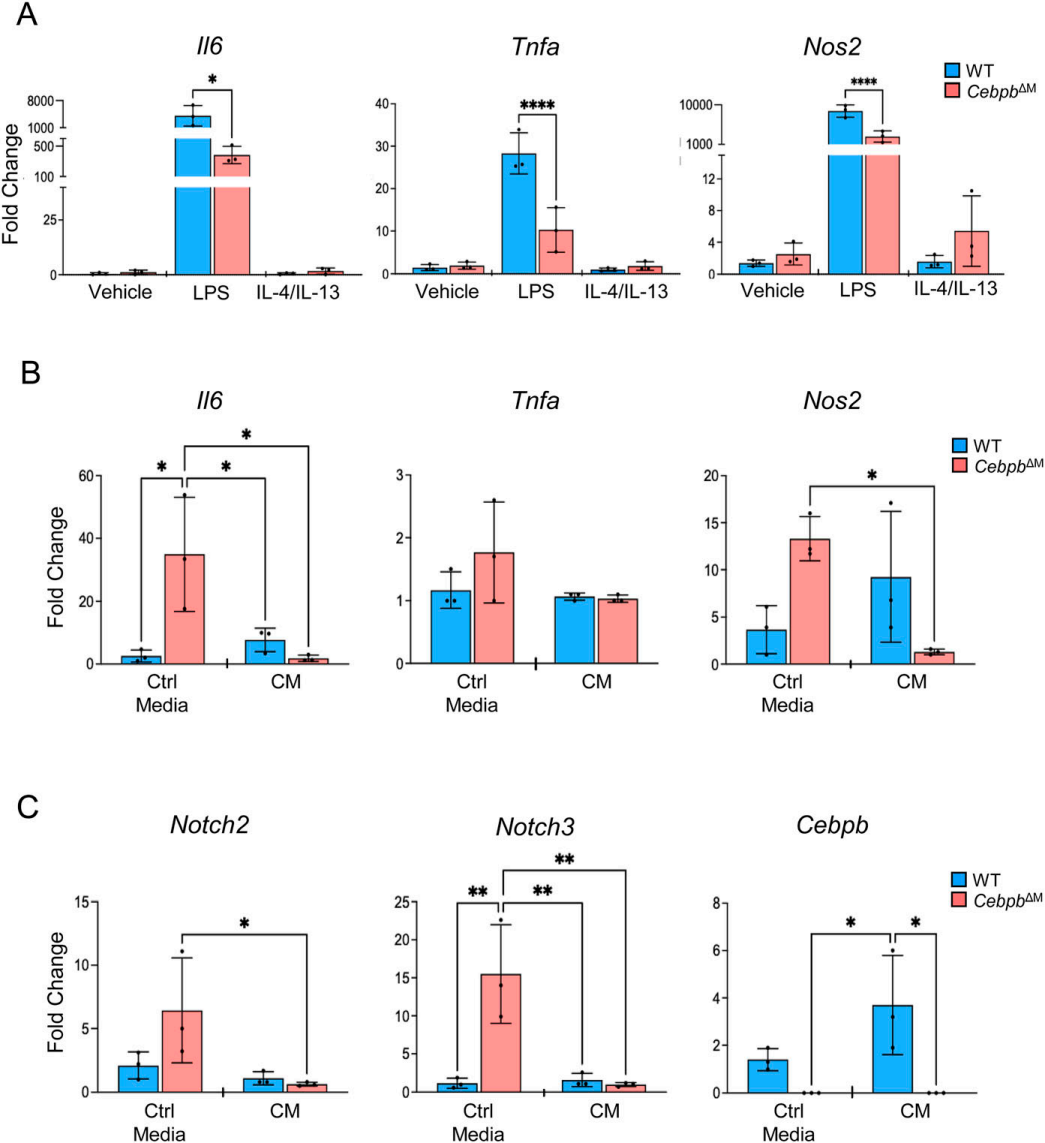
Cebpb^ΔM^ macrophages have the reduced expression of pro-inflammatory cytokines and Notch. **(A)** BMDMs from WT and *Cebpb*^ΔM^ mice (three mice per group) were treated with vehicle, LPS (4 μg/ml), or IL-4 (20 ng/ml) and IL-13 (20 ng/ml) for 24 h, and qRT-PCR was performed using primers to *Il6* (*P = 0.01), *Tnfa* (****P < 0.0001), and *Nos2* (****P < 0.0001). **(B, C)** BMDMs from WT and *Cebpb*^ΔM^ mice (three mice per group) were treated with control (unconditioned) media or HC11 conditioned media for 72 h, and qRT-PCR was performed using primers to *Il6* (*P < 0.03), *Tnfa*, *Nos2* (*P = 0.02), *Notch2* (*P = 0.04), *Notch3* (**P < 0.004), and *Cebpb* (*P = 0.01). For all data, the mean and SD are represented (one-way ANOVA with multiple comparisons).

Macrophages also secrete Wnt ligands during alveolar budding. Previous studies showed that macrophages and epithelial cells cooperatively induce Wnt ligands above a threshold to promote proliferation and mammary stem cell expansion. Specifically, macrophage-derived Notch2 and Notch3 induce Wnt ligand production in macrophages, which interact with basal cells to induce mammary stem cell expansion (55). RNA sequencing shows that down-regulated genes in *Cebpb*^ΔM^ macrophages include those involved in cell cycle regulation (*Ccnb2*, *Ccnf*, *Cdk18*, *Chtf18*), and Wnt molecules (*Wnt5a*, *Wnt10b*, *Wnt4*, *Wnt2*). 

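*Cdk18* (ENSMUSG00000026437, chromosome 1 from 132112237 to 132139684) had 9.17 ± 0.754 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 27.1 ± 0.740 CPM (SD, n = 2) in those labeled WT, a log2 fold change of -1.56 (SE 0.22, QL test adjusted *P* = 0.417). *Chtf18* (ENSMUSG00000019214, chromosome 17 from 25718926 to 25727419), which overlaps *Gng13* on the opposite strand, had 4.53 ± 2.50 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 15.4 ± 1.55 CPM (SD, n = 2) in those labeled WT, a log2 fold change of -1.74 (SE 0.41, QL test adjusted *P* = 0.417). *Ccnb2* (ENSMUSG00000032218, chromosome 9 from 70407692 to 70421547), which encodes cyclin B2, was counted 495, 519, 67 and 69 in libraries labeled *Cebpb* ΔM 4 to 7, and 1509 and 833 in those labeled WT 4 and 5. The log2 fold change of *Ccnb2* was -1.98 (SE 0.65, QL test adjusted *P* = 0.435), and that of the cyclin gene *Ccnf* was -1.01 (SE 0.43, adjusted *P* = 0.498). These cell cycle genes had no overlap between the genotypes, and *Cdk18* and *Ccnf* overlap other annotated genes on the chromosome. *Cdk18* was called by the likelihood ratio test (adjusted *P* = 2.20e-04, range 4.09e-06 to 0.452 over the alternatives), and no setting called *Ccnf*. The 389 genes of the Reactome pathway Cell Cycle, Mitotic had a mean log2 fold change of -0.28 relative to the other genes, with 126 higher in libraries labeled *Cebpb* ΔM (limma's camera, adjusted *P* = 2.82e-04, range 3.74e-12 to 0.532 over the alternatives). With the replicate block, in which the contrast rests on the libraries numbered 4 and 5, this shift was -0.097 (adjusted *P* = 0.532). The mean log2 CPM of the 13 proliferation genes was 4.57, 4.05, 1.81 and 1.63 in libraries labeled *Cebpb* ΔM 4 to 7, and 5.04 and 4.09 in those labeled WT 4 and 5. This list had a shift of -1.13 with 0 genes higher (adjusted *P* = 3.12e-06, range 1.86e-06 to 0.0706 over the alternatives), and of -0.33 with the replicate block. *Wnt5a* was counted 563, 176, 929 and 584 in libraries labeled *Cebpb* ΔM 4 to 7, and 789 and 3182 in those labeled WT 4 and 5. The genotypes overlapped, and the log2 fold change of *Wnt5a* was -1.67 (SE 0.60, QL test adjusted *P* = 0.445). This change ranged from -2.34 to -0.40 with each library left out in turn. *Wnt10b* (ENSMUSG00000022996, chromosome 15 from 98770712 to 98778150) had 0.383 ± 0.0413 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 2.56 ± 1.03 CPM (SD, n = 2) in those labeled WT, a log2 fold change of -2.73 (SE 0.53, QL test adjusted *P* = 0.417) without overlap. The likelihood ratio test called *Wnt10b* (adjusted *P* = 0.0190, range 0.0190 to 0.478 over the alternatives). *Wnt4* had 18.6 ± 9.11 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 37.5 ± 3.53 CPM (SD, n = 2) in those labeled WT in these cells, a log2 fold change of -1.02 (SE 0.36, QL test adjusted *P* = 0.445) without overlap. *Wnt2* (ENSMUSG00000010797, chromosome 6 from 17988940 to 18030585) had a log2 fold change of -0.87 (SE 0.36, adjusted *P* = 0.494) without overlap and was called in no setting. In the same libraries the general epithelial list (relative mean log2 fold change -0.54) and the hormone-sensing luminal list (-0.61) were lower. The basal list was higher (0.82). The lower levels of these Wnt genes therefore cannot be assigned to macrophages rather than to epithelial RNA in these libraries.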

Likewise, mediators of Wnt signaling (*Tfcp2l1*) and Notch signaling (*Rbpjl, Dner*) are down-regulated in *Cebpb*^ΔM^ macrophages, whereas the Wnt pathway inhibitor, *Apc2*, is up-regulated (Fig 7C, Table S1). 

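*Tfcp2l1* (ENSMUSG00000026380, chromosome 1 from 118627945 to 118685168), a transcription factor gene, had 20.1 ± 7.64 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 49.3 ± 1.78 CPM (SD, n = 2) in those labeled WT. The log2 fold change of *Tfcp2l1* was -1.30 (SE 0.29, QL test adjusted *P* = 0.417). *Rbpjl* (ENSMUSG00000017007, chromosome 2 from 164403141 to 164415448), which overlaps *Matn4* on the opposite strand, had 2.46 ± 0.987 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 8.70 ± 1.39 CPM (SD, n = 2) in those labeled WT, a log2 fold change of -1.84 (SE 0.40, QL test adjusted *P* = 0.417). *Dner* (ENSMUSG00000036766, chromosome 1 from 84369839 to 84696221) had 0.858 ± 0.281 CPM (SD, n = 4) in libraries labeled *Cebpb* ΔM and 3.07 ± 0.866 CPM (SD, n = 2) in those labeled WT, a log2 fold change of -1.81 (SE 0.50, QL test adjusted *P* = 0.417). *Apc2* (ENSMUSG00000020135, chromosome 10 from 80295977 to 80318263), which overlaps *2310011J03Rik* on the opposite strand, was counted 69, 74, 97 and 32 in libraries labeled *Cebpb* ΔM 4 to 7, and 3 and 0 in those labeled WT 4 and 5. Its mean was at least 23.3-fold higher in libraries labeled *Cebpb* ΔM (QL test adjusted *P* = 0.417). All of these genes had no overlap between the genotypes, and *Tfcp2l1* and *Dner* overlap other annotated genes on the chromosome. Both *Tfcp2l1* and *Apc2* were called by the likelihood ratio test, with an adjusted *P* of 0.0256 (range 2.46e-05 to 0.482 over the alternatives) and 2.46e-04 (range 2.46e-04 to 0.452). *Dner* was called in no setting.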

Although these data are interesting, they should be cautiously interpreted, as it is unclear as to whether these genes are expressed by the macrophages or by phagocytosed epithelial cells. To avoid misinterpretation of results, BMDMs treated with conditioned media from HC11 cells were analyzed. HC11 cells induce *Cebpb* expression in a similar fashion to LPS, suggesting that MECs secrete factors that promote an M1-like phenotype in this system. Interestingly, control media induce both Notch2 and Notch3 in *Cebpb*^ΔM^ BMDMs; however, conditioned media significantly decrease these genes in *Cebpb*^ΔM^ macrophages (Fig 8C). These results suggest that C/EBPβ regulates Notch expression in macrophages, providing a potential link between macrophage C/EBPβ and alveolar budding.

## Discussion

Macrophages have critical homeostatic functions that balance organ health, and disruption of tissue homeostasis can lead to disease. Genetic ablation studies and other approaches have demonstrated that macrophages play a central role in regulating mammary gland development and breast cancer progression (4, 5, 6, 7, 56, 57, 58). However, the macrophage-derived factors that contribute to mammary gland tissue homeostasis are not fully understood. In the present study, we sought to identify key macrophage factors and signaling pathways important for normal mammary gland function. Our results highlight the importance of macrophage signaling in maintaining normal epithelial morphology during the estrous cycle, with C/EBPβ as a novel driver of macrophage function in the mammary gland.

C/EBPβ is expressed in numerous cell types and is canonically known to regulate the balance between proliferation and differentiation (23, 59, 60, 61). In immune cells, C/EBPβ modulates inflammatory and anti-inflammatory cytokine production, and thus is an important factor in regulating the immune response (26, 28, 62). Given the ubiquitous expression of C/EBPβ in various subpopulations of CSF1R-expressing myeloid cells in both the normal mammary gland (Fig 1) and a mouse model of breast cancer progression (32), we hypothesized that macrophage-derived C/EBPβ may be fundamental to macrophage function in the mammary gland. To address this question, a conditional knockout strategy was developed where C/EBPβ is genetically deleted from CSF1R^+^ macrophages. Although ductal morphogenesis remained normal, there was a significant decrease in alveolar budding and remodeling of the stroma during diestrus (Fig 3), a period of the estrous cycle that is characterized by transient proliferative bursts of the epithelium. These alterations were associated with increased levels of PR target genes (Figs 5 and 6). Previous studies using germline knockout mice have shown that *Cebpb*^*−/−*^ mice have decreased ovarian steroid hormone production, abnormal ductal morphogenesis, and decreased lobuloalveolar differentiation during pregnancy. Elegant transplant studies showed that these alterations were due to being epithelial-intrinsic, rather than due to a lack of systemic hormone production (23). However, our studies show that *Cebpb*^ΔM^ mice exhibit a shorter diestrus stage length than WT mice, with a trend of decreased circulating progesterone (Figs 3 and 4). Treatment with exogenous hormones (E+P) partially rescued the observed alveolar defects, which suggests that moderate changes in progesterone can affect alveolar budding (Fig 3). *Cebpb*^*−/−*^ mammary epithelium also exhibits a block in the cell cycle resulting in decreased proliferation, and altered PR expression in nulliparous mice stimulated with progesterone and estradiol to mimic pregnancy (46). Although macrophage deletion of C/EBPβ did not affect epithelial proliferation, similar results in the present study were obtained showing deficient alveolar budding and an increased number of PR^+^ cells in the adjacent epithelium (Fig 6). These data suggest that macrophages may contribute, at least partially, to the previously observed phenotypes in *Cebpb*^*−/−*^ mice, and highlight the importance of crosstalk between immune cells and the epithelium during mammary gland development. Future studies will continue to investigate the macrophage C/EBPβ function at different stages of mammary gland development, such as pregnancy and involution, where macrophages play important roles in tissue remodeling.

Systemic hormones are crucial for proper mammary gland development, particularly during ductal morphogenesis, the estrous cycle, and pregnancy (63, 64). For example, estradiol and progesterone are necessary for ductal elongation and branching morphogenesis during puberty, respectively, and prolactin is critical for milk production during pregnancy and lactation (65, 66, 67). During diestrus, progesterone has well-established roles in mediating alveolar budding. Ovariectomized adult mice fail to form alveolar buds, which can be rescued through exogenous estradiol and progesterone (34, 66). In addition, PR deletion in MECs results in decreased side-branching in mammary glands from pubertal, adult, and pregnant mice (44, 68, 69). Although PR alterations have been linked to deficient side-branching (59), branching morphogenesis in *Cebpb*^ΔM^ mammary glands was normal (Fig 3). Similar to these findings, macrophage depletion during diestrus has been shown to result in reduced numbers of alveolar buds without affecting branching. Macrophages were shown to promote the development of alveolar buds in preparation for pregnancy, and subsequently remodel the tissue by inducing bud regression to prepare for a new estrous cycle (2). Our results suggest that C/EBPβ is important for macrophage-directed bud formation during the reproductive cycle.

During diestrus, there are transient proliferative bursts with increased stem cell activity, regulated by progesterone-induced RANKL and Wnt4 (42, 47, 48). The increase in the number of PR^+^ cells in the *Cebpb*^ΔM^ mammary epithelium that was accompanied by significant increases in *Tnfsf11* (RANKL) and *Wnt4* (Fig 5) suggests a unique mechanism by which macrophages contribute to local PR signaling. Furthermore, genes indicative of canonical Wnt signaling (*Ctnnb1* [β-catenin], *Axin2*) were significantly decreased in the basal cells of *Cebpb*^ΔM^ mammary glands (Fig 6). Both canonical (β-catenin–dependent) and non-canonical (β-catenin–independent) Wnt signaling have been well studied during mammary gland development, where both pathways play important roles in pubertal morphogenesis and in adult mammary epithelium maintenance (reviewed in reference 39). For example, Ror2, the receptor for Wnt5a/Wnt5b, orchestrates branching morphogenesis in a Wnt/β-catenin–independent fashion. Disruption of Ror2 in MECs leads to changes in Wnt ligand expression in the luminal and basal cell compartments, resulting in alterations in cytoskeletal dynamics (70). Wnt4 is induced by estradiol and progesterone, and is predominantly expressed in PR^+^ luminal cells. Studies from *Wnt4*^*−/−*^ mice, as well as in vitro culture and in vivo transplantation assays, showed that Wnt4 regulates the expansion of basal mammary stem cells, and reduces the regenerative capacity of these cells in vivo (48, 49, 71). Our data are consistent with the latter, and suggest that ablation of C/EBPβ in macrophages leads to changes in the composition of MECs, potentially altering the Wnt landscape during a key window susceptible to transient expansion of stem cells. It is tempting to speculate that macrophage C/EBPβ coordinates stem cell expansion during alveolar budding; however, further studies are required.

Several studies have provided evidence that macrophages are necessary for mammary stem cell function, and depletion of macrophages results in impaired ductal outgrowth, a process that requires regenerative stem cell activity (2, 5, 7). More recently, Dll1 produced by mammary stem cells was shown to activate Notch in macrophages, which in turn induces Wnt ligands that stimulate stem cell expansion (55). These studies highlight the close interactions between mammary stem cells and adjacent macrophages, and demonstrate the importance of Wnt signaling in both macrophages and epithelial cells of the mammary gland. Extensive studies have shown that macrophages are a source of Wnt ligands and that Wnt signaling regulates macrophage function. 

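In the macrophage libraries *Wif1* (ENSMUSG00000020218, chromosome 10 from 121033960 to 121100650), which encodes a secreted inhibitor of Wnt, was counted 1045, 500, 195 and 32 in libraries labeled *Cebpb* ΔM 4 to 7, and 353 and 85 in those labeled WT 4 and 5. The genotypes overlapped, and the log2 fold change of *Wif1* was 1.05 (SE 0.96, QL test adjusted *P* = 0.777). *Amer2* (ENSMUSG00000021986, chromosome 14 from 60373259 to 60388197), which encodes a binding partner of APC, was counted 23 and 24 in libraries labeled *Cebpb* ΔM 4 and 5 and 0 in the others, 6 and 7, and in both labeled WT. Its mean was at least 3.97-fold higher in libraries labeled *Cebpb* ΔM (QL test adjusted *P* = 0.571). Of 12 Wnt ligand genes tested there, 5 were higher in libraries labeled *Cebpb* ΔM, with a mean log2 fold change of -0.26 relative to the other genes (limma's camera, adjusted *P* = 0.578). With each library left out in turn this shift ranged from -0.46 to 0.46. The 202 genes of the Reactome pathway Signaling by Wnt had -0.12, with 76 higher (adjusted *P* = 0.0921, range 0.0171 to 0.586 over the alternatives). The shift of this pathway ranged from -0.20 to -0.074 with each library left out.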

Interestingly, there was a decrease in *Wnt4*, *Wnt5a*, and *Wnt10b* in *Cebpb*^ΔM^ macrophages as compared to WT, whereas the Wnt inhibitors *Wif1* and *Amer2* were increased (Fig S4). 

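Notch pathway genes in the macrophage libraries were tested with limma's camera, and the paper's list of Notch 1 targets was not analysed here. The 71 genes of the Reactome pathway Signaling by NOTCH had a mean log2 fold change of -0.12 relative to the other genes, with 33 higher in libraries labeled *Cebpb* ΔM (adjusted *P* = 0.332). The 8 Notch receptors and ligands had -0.13 with 3 higher (adjusted *P* = 0.606). The 6 Hes and Hey genes had -0.13 with 2 higher (adjusted *P* = 0.606). With each library left out in turn, the shift of the Hes and Hey genes ranged from -0.53 to 0.59, with the largest value without WT-labeled library 4, and it was 0.092 and 0.085 without *Cebpb* ΔM-labeled library 4 or 5.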

The GSEA pathway Notch 1 Targets Down was enriched in *Cebpb*^ΔM^ macrophages (Fig 7), providing further evidence that ablation of C/EBPβ in macrophages disrupts macrophage–epithelial crosstalk, potentially impairing stem cell expansion. In addition, *Cebpb*^ΔM^ macrophages were enriched for pathways involving the inflammatory response, and showed increased phagocytic activity and decreased expression of pro-inflammatory cytokines (Figs 7 and 8). We propose that loss of C/EBPβ alters the biology of macrophages where a tissue-reparative phenotype is adopted, allowing for premature bud regression during diestrus. Alternatively, alveolar budding may be absent in *Cebpb*^ΔM^ mammary glands, although further studies are required to answer these questions. In conclusion, our results show that deletion of C/EBPβ in macrophages leads to alterations in the reproductive cycle, disrupted PR-mediated responses, and enhanced macrophage activity. These studies provide important insights into the mechanisms by which macrophages direct bud remodeling and maintain tissue homeostasis in the mammary gland.

## Materials and Methods

### Animal models

Mice were housed in a pathogen-free facility as recommended by the NIH Guide for the Care and Use of Experimental Animals. All animal care and procedures were approved by the Tulane School of Medicine Institutional Animal Care and Use Committee and were in accordance with the procedures detailed in the Guide for Care and Use of Laboratory Animals. *Cebpb-floxed* mice were provided by Dr. Esta Sterneck (NCI, Frederick), Rosa^mTmG^ mice were provided by Dr. Michael Lewis (Baylor College of Medicine, #007676; Jax), and both lines were backcrossed 10 generations to the BALB/c background. *Csf1r-iCre* mice were purchased from Jackson Laboratories (#021024; Jax) and backcrossed to the BALB/c background using the speed congenic technology provided by IDEXX RADIL (72). BALB/c mice were obtained from Envigo (BALB/cAnNHsd). For conditional deletion of C/EBPβ, *Csf1r-Cre*^*neg*^*;Cebpb*^*fl/fl*^ mice were used as WT controls, and *Csf1r-Cre*^*pos*^*;Cebpb*^*fl/fl*^ mice served as mutant mice (*Cebpb*^ΔM^), unless indicated otherwise.

### Estrous staging and hormone treatment

Vaginal lavages were collected from 10-wk-old female mice at the same time of day for a period of eight consecutive days to ensure each stage was achieved at least twice, and prepared for staging as previously described (73). Vaginal cytology was imaged with a Zeiss Axio Observer inverted microscope, and stages were determined by identifying nucleated or corneated epithelial cells, or leukocytes (73). The number of days each stage occurred was divided by 2 to represent one cycle, and then multiplied by 24 to calculate the number of hours each stage occurred. For hormone treatment (E+P), age-matched adult female mice were injected s.c. with 1 μg β-estradiol and 1 mg progesterone (Thermo Fisher Scientific) in sesame oil once daily for 4 d (74).

### Single-cell RNA-seq data analysis

The single-cell RNA-sequencing analysis of immune cells from 10-wk-old diestrus FVB/NJ mice was previously published (30), and sequencing data were deposited in GEO under the accession code GSE148209. The gene expression values were generated by the 10X Genomics Cell Ranger, and downstream processing was performed using Seurat v3.1.1. High-dimensional gene expression profiles were reduced to a two-dimensional representation using the t-SNE (t-distributed stochastic neighbor embedding) projection. Cells were then colored by the normalized expression of the genes in the cell.

### Immunostaining

Paraffin-embedded mammary glands were sectioned at 5 μm, deparaffinized, rehydrated, and stained with hematoxylin and eosin. F4/80 staining was performed in the absence of antigen retrieval as previously described (75). Peroxidases were quenched with 3% H_2_O_2_ in methanol, blocked with M.O.M. blocking reagent (Vector Laboratories), and incubated with antibodies overnight at 4°C. Antibodies and dilutions are listed in Table S5. The next day, slides were washed with PBS and incubated with a biotinylated antibody (1:500) (Vector Laboratories) for 30 min. Slides were washed with PBS, incubated for 10 min with the VECTASTAIN Elite ABC-HRP reagent, R.T.U (Vector Laboratories), and developed using a DAB peroxidase substrate kit (Vector Laboratories). Glands were counterstained with hematoxylin, dehydrated, and mounted with Permount (Thermo Fisher Scientific). For quantification of macrophages, 5 FOV (at least five ducts and five alveolar buds) from each gland were counted from five mice.

Table S5. List of antibodies.

For immunofluorescence, tissues were blocked with 3% BSA and stained with antibodies (76) (Table S5). The next day, slides were washed with PBS and stained with Alexa Fluor–conjugated secondary antibodies (Thermo Fisher Scientific) for 2 h at RT. Slides were mounted with ProLong Diamond Antifade Mountant containing DAPI (Thermo Fisher Scientific). Images were acquired using a Zeiss microscope (Axio Imager.A2) under a 20X or 40X objective. For quantification of PR, BrdU, Ki67, and cyclin D1, a minimum of 500 DAPI cells were counted and divided by the number of positive cells, which was calculated as a percentage.

### Whole-gland immunofluorescence

Mammary glands were harvested and fixed in 4% PFA for 2 h. Mammary glands were optically cleared using the SeeDB-based clearing method as previously described (77). Briefly, mammary glands were blocked and permeabilized overnight at 4°C in PBS with Triton X-100 (1% [wt/vol]) and BSA (10% [wt/vol]). Tissue was incubated with DAPI (10 μM) for 3 h at RT with gentle rocking in blocking buffer. Samples were serially incubated for 8–16 h in 2–3 ml of 20%, 40%, 60%, and 80% fructose in distilled water, and 100% and 115% fructose (wt/vol) for 24 h. All fructose solutions contained α-thioglycerol (0.5% [vol/vol]), and incubations were performed with gentle rocking. Images were obtained with Nikon Eclipse Ti2 Confocal Microscope under a 40X objective.

### Isolation and treatment of BMDMs

Bone marrow was obtained from the femur and tibia of BALB/c mice as previously described (78). Briefly, 10 × 10^6^ bone marrow cells were cultured in a 10-cm petri dish for one week in DMEM (Life Technologies) supplemented with 10% FBS (Life Technologies), 1% penicillin and streptomycin (Life Technologies), and 20% L929 conditioned media (79). After 7 days of culture, BMDMs were dissociated from the dish and 0.5 × 10^6^ cells were plated in 6-well plates. Cells were treated with vehicle, LPS (4 μg/ml), or IL-4 (20 ng/ml) and IL-13 (20 ng/ml) overnight and then harvested for protein or mRNA analyses. For conditioned medium treatment, HC11 cells were cultured in RPMI 1640 growth media (10% FBS, 10 ng/ml EGF, 5 μg/ml insulin) for 24 h, when conditioned or control media (unconditioned) were added to BMDMs that had been serum-starved overnight. After 18 h, cells were harvested for mRNA isolation. All cell lines were authenticated by STR Profiling (DDC Medical).

### Immunoblotting

Cells were lysed in RIPA buffer containing protease and phosphatase inhibitors. Lysates were centrifuged at 14,000*g* at 4°C for 10 min. Protein concentration was quantified using Pierce BCA Protein Assay Kit according to the manufacturer’s instructions. Equal amounts of protein (100 μg) were separated by a 10% SDS–PAGE. Proteins were transferred to a polyvinylidene difluoride membrane (Bio-Rad) for 1 h at 100 V. Membranes were blocked with 5% skim milk in TBST. Specific proteins were detected by incubating membranes overnight with antibodies listed in Table S5. Then, membranes were washed and incubated with HRP-conjugated secondary antibodies (dilution 1:5,000) for 1 h. Bands were detected using ECL Western Blotting Substrate.

### RNA isolation and quantitative RT–PCR

Total RNA was extracted from RAW 264.7 cells (ATCC), primary BMDMs, or MECs using TRIzol according to the manufacturer’s instructions. Contaminating DNA was removed using DNA-free DNA Removal Kit (Thermo Fisher Scientific), and cDNA was prepared using iScript cDNA Synthesis Kit (Bio-Rad) according to the manufacturer’s instructions. qRT-PCR was performed using SYBR Green methodology on CFX96 Touch Real-Time Detection System (Bio-Rad). The primer sequences are listed in Table S6, and the relative gene expression changes were determined using the 2-ΔΔCt method, where 18S served as the internal control. For each gene, at least three biological replicates were analyzed.

Table S6. Primer sequences for qRT-PCR.

### Whole-mount analysis

For whole-mount analysis, inguinal (#4) mammary glands were harvested from 5-, 7-, and 10-wk-old virgin female mice (5–7 mice per timepoint). The glands were fixed in Carnoy’s fixative for 2 h and stained with carmine alum overnight. Glands were dehydrated in a series of ethanols and placed in xylene before imaging on a Leica M165 FC stereoscope (Leica Biosystems). Ductal elongation was quantified with NIS-Elements Basic Research Software (Nikon Instruments) by measuring the distance (mm) from the center of the lymph node to the last end bud or terminal ductal unit. Branching morphogenesis and alveolar budding were quantified by counting all respective structures in the entire mammary gland. The number of TEBs in the entire mammary gland was quantified.

### ELISA

Blood was collected from 10-wk-old diestrus-staged BALB/c females via heart puncture. Whole blood was transferred into tubes with anticoagulant and centrifuged at 2,000*g* for 15 min at RT. Plasma was collected and stored at −20°C. Progesterone (IBL) and estradiol (Calbiotech) ELISAs were performed according to the manufacturer’s instructions.

### MEC isolation

Mammary glands (#3, 4, and 5) were dissected from 10-wk-old diestrus-staged BALB/c mice, minced, and digested for 1 h in a DMEM/F12 (Life Technologies) medium containing 2 mg/ml of collagenase A (Roche) and 1% antibiotic–antimycotic (Life Technologies). Lymph nodes were removed from all mammary glands before mincing. Digestion was neutralized by adding DMEM/F12 (Life Technologies), supplemented with 10% FBS (Life Technologies) (75). Differential centrifugation separated epithelial organoids, 0.05% trypsin–EDTA dissociated cells to a single-cell solution, and cells were passed through a 70-μm filter. Cells were purified using a LIN negative selection EasySep kit (#19868; StemCell Technologies).

### Mammary gland macrophage isolation

Macrophages were isolated by harvesting the #3, 4, and 5 mammary glands, removing the lymph nodes, and mincing the tissue. Tissue was digested for 45 min in a DMEM/F12 (Life Technologies) medium containing 1 mg/ml of collagenase A (Roche) and 1% antibiotic–antimycotic (Life Technologies). Digestion was neutralized by adding DMEM/F12 (Life Technologies), supplemented with 10% FBS (Life Technologies). Cells were filtered through a 70-μm cell strainer and treated with ACK lysis buffer. Cells were purified using an F4/80 positive selection kit (Thermo Fisher Scientific).

### Bulk RNA sequencing and analysis

MECs or mammary gland macrophages were isolated as described above from 10-week-old WT and *Cebpb*^ΔM^ female mice in the diestrus stage. RNA was prepared using TRIzol reagent as described above and submitted to BGI for RNA sequencing. Low input RNA-seq was performed on the DNB-seq platform, with paired-end 150-bp, 20 million reads per sample, where raw FASTQ files were generated. Analyses of differentially expressed genes in the MEC and macrophage samples were performed at the Minnesota Supercomputing Institute at the University of Minnesota. Briefly, FASTQ files were first processed with the CHURP pipeline (80) to perform adaptor trimming using Trimmomatic (version 0.33) (81); reads were then mapped to GRCm38 mouse genome using HiSat2 (version 2.1.0) (82). The subread count was generated using the Subread featureCounts tool (version 1.6.2) (83) using the Mus_musculus.GRCm38.100.gtf annotation. Count data were filtered by removing genes that were less than 300 nt in length and had a cpm (counts per million) value greater than 1 cpm in at least two sample replicates. The likelihood ratio test was used to evaluate differential expression (DE) with edgeR (version 3.38.1) (84, 85). The Benjamini–Hochberg method was used to adjust *P*-values for multiple hypothesis testing, and an adjusted *P*-value ≤ 0.05 with a log_2_ fold change > 0 was used as a DE significance threshold. For gene ontology (GO) pathway and GSEA, the R package clusterProfiler (version 4.4.4) (86, 87) was used. Specifically, for MEC RNA-seq GSEA, Hallmark and 13 selected pathways were combined and used for testing; for macrophage RNA-seq GSEA, all GSEA C2 canonical pathways (KEGG, GOBP, GOCC, GOMF) were tested by individual pathway sets. Full GSEA names are described in Table S3.

### FACS

MECs were harvested and purified from 10-wk-old mice in the diestrus stage as described above. Cells were incubated on ice for 30 min with fluorophore-conjugated anti-mouse antibodies as indicated in Table S5. Subsequently, cells were washed with HBSS (Life Technologies) containing 2% FBS (Life Technologies), filtered through a 35-μm cell strainer (BD Bioscience), and stained with 5 nM SYTOX Red. Cells were sorted using a FACSAria IIu cell sorter.

### Phagocytosis assay

BMDMs or RAW 264.7 (positive control) cells were seeded at 1 × 10^4^ cells/well of a 96-well plate and incubated at 37°C overnight to allow for attachment. Cells were subjected to Phagocytosis Assay Kit (Zymosan Substrate) according to the manufacturer’s protocol (ab211156; Abcam). Phagocytic activity was quantified by measuring absorbance at 405 nm of engulfed Zymosan particles.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 10. Western blots are representative of at least three independent experiments. For single comparisons, the significance was calculated using an unpaired *t* test, as indicated in the figure legends. For two or more categorical variables, either two-way ANOVA or one-way ANOVA with Sidak’s or Tukey’s multiple comparison test was performed, as indicated in the figure legends. For multiple comparisons, all *P*-values are shown in Table S7.

Table S7. *P*-values for multiple comparisons tests.

## Supplementary Material

Reviewer comments

## Data Availability

RNA-seq data generated in this study have been deposited to Gene Expression Omnibus (GEO) and can be found under the accession number GSE225295.

# Supplementary material for: C/EBPβ deletion in macrophages impairs mammary gland alveolar budding during the estrous cycle
**Source:** Life Sci Alliance. 2024 Jul 18;7(10):e202302516. doi: 10.26508/lsa.202302516
**Supplement:** Supplementary file 5

**Supplemental Table 5: List of antibodies**

| Name | Assay | Manufacturer | Catalog # | Concentration |
| --- | --- | --- | --- | --- |
| C/EBPβ | IF | Thermo | MA1-827 | 1:250 |
| pC/EBPβ | IF | Thermo | PA5-104823 | 1:60 |
| CSF1R | IF | R&D | AF3818 | 1:15 |
| CK8 | IF | DSHB | TROMA-1 | 1:100 |
| Cyclin D1  CK14 | IF  IF | Cell Signaling  BioLegend | 2978S  PRB-155P | 1:50  1:400 |
| PR | IF | Thermo | MA1-411 | 1:500 |
| BrdU | IF | Cell Signaling | 5292S | 1:500 |
| Ki67 | IF | abcam | Ab16667 | 1:100 |
| F4/80 | IHC | Biorad | MCCA497RT | 1:100 |
| C/EBPβ | WB | Santa Cruz | Sc-7962 | 1:1000 |
| β-actin | WB | Cell Signaling | 3700S | 1:1000 |
| CD24-FITC | FC | BD Biosciences | 563450 | 1:100 |
| CD29-APC | FC | Thermo Fisher | 48-0291-82 | 1:100 |

Abbreviations: IF, immunofluorescence; IHC, immunohistochemistry; FC, flow cytometry; WB, western blot

# Supplementary material for: C/EBPβ deletion in macrophages impairs mammary gland alveolar budding during the estrous cycle
**Source:** Life Sci Alliance. 2024 Jul 18;7(10):e202302516. doi: 10.26508/lsa.202302516
**Supplement:** Supplementary file 6

**Supplemental Table 6: Primer sequences for qPCR**

| Gene symbol | Sense primer (5’-3’) | Antisense primer (5’-3’) |
| --- | --- | --- |
| *Cebpb* | TGATGCAATCCGGATCAA | CACGTGTGTTGCGTCAGT |
| *Ctnnb1* | GTTCGCCTTCATTATGGACTGCC | ATAGCACCCTGTTCCCGCAAAG |
| *Axin2* | ATGGAGTCCCTCCTTACCGCAT | GTTCCACAGGCGTCATCTCCTT |
| *Dkk1* | ATCTGTCTGGCTTGCCGAAAGC | GAGGAAAATGGCTGTGGTCAGAG |
| *Wnt5a* | GGAACGAATCCACGCTAAGGGT | AGCACGTCTTGAGGCTACAGGA |
| *Wnt4* | GAGAACTGGAGAAGTGTGGCTG | CTGTGAGAAGGCTACGCCATAG |
| *IL-6* | AGTCAATTCCAGAAACCGCTATGA | TAGGGAAGGCCGTGGTTGT |
| *Tnfa* | CTGTAGCCCACGTCGTAGC | TTGAGATCCATGCCGTTG |
| *Notch2* | ATGAACTGCCAGATGTCC | TGTCAGGCAAAATCAGAAAG |
| *Notch3* | AAGCGCGTCCTGGCATTGTCT | CCGCAGGGGCAGCAGTGGT |
| *Krt8* | AGTTCGCCTCCTTCATTGAC | GCTGCAACAGGCTCCACT |
| *Krt14* | ATCGAGGACCTGAAGAGCAA | TCGATCTGCAGGAGGACATT |
| 18s rRNA | GTAACCCGTTGAACCCCATT | CCATCCAATCGGTAGTAGCG |

How the deposited data were processed for this re-analysis (not part of the article)

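RNA sequencing counts of 10 libraries from 10-wk-old diestrus female mice were analysed. The MEC libraries were WT 1 and 3 and *Cebpb* ΔM 1 and 3, and the macrophage libraries, selected with antibody to F4/80, were those labeled WT 4 and 5 and *Cebpb* ΔM 4 to 7. The authors trimmed the reads with Trimmomatic (version 0.33), mapped them to GRCm38 with HISAT2 (version 2.1.0) in the CHURP pipeline and counted read pairs on the genes of Ensembl release 100 with featureCounts (version 1.6.2), with both ends mapped, a mapping quality of at least 10 and reverse-stranded counting. The deposited values are whole-number counts per gene in each library, without normalization, and every sample column of the count tables was used. The tables hold 55487 genes, of which 55141 have a symbol in the annotation used here, GENCODE release M21. Gene coordinates are those of the count tables, on GRCm38.

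From the counts, 8951 genes shorter than 300 nt were left out, and genes above 1 CPM in at least 2 libraries of an experiment were kept, which left 15698 genes in MECs and 17772 in macrophages. The experiments were fitted separately with edgeR (version 4.0.16) in R (version 4.3.3), with trimmed mean of M-values (TMM) normalization. *Cebpb* ΔM was compared with WT by edgeR's quasi-likelihood (QL) test, with Benjamini–Hochberg (BH) adjustment over all genes tested and a threshold of 0.05. The paper's methods name edgeR's likelihood ratio test (edgeR version 3.38.1), which was run here as an alternative, so the main test is not the one the paper names. The difference in genotype effect between the cell types was tested as an interaction over all 10 libraries and 18323 genes. Levels are TMM-scaled CPM with the SD over libraries, or CPM without this scaling for a gene below the filter, and standard errors belong to the log2 fold changes. Log2 CPM used a prior count of 2.

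Gene sets were tested with camera of limma (version 3.58.1) at an inter-gene correlation of 0.01. A list whose genes vary together by more than this gets too small a *P*, which is then no measure of variation between libraries. The sets were 13 mouse Reactome pathways, 6 groups of genes by symbol and 18 marker lists, 37 in all, with BH adjustment within each of these kinds and at least 3 tested genes per set. The size of a set's change is the mean log2 fold change of its genes relative to all other genes tested. The gene set collections of the paper were not used here, so its enrichment analysis with clusterProfiler (version 4.4.4) was not repeated. Tables were handled with data.table (version 1.17.8), pandas (version 2.3.3) and numpy (version 2.4.6) in Python (version 3.11.15), and plots were drawn with matplotlib (version 3.10.9).

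The comparisons, the sets, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names every gene the paper names for these experiments and, in each experiment, the 5 genes with the smallest *P* in each direction among those with an adjusted *P* of 0.05 or less and no overlap between the genotypes. The alternatives for genes were the likelihood ratio test, DESeq2 (version 1.42.0) without independent filtering, the older form of the QL test, relative log expression (RLE) normalization, edgeR's filterByExpr, no filter beyond 1 count in any library, the replicate number as a block with either edgeR test, counts thinned to the smallest library, all 10 libraries in one fit, an adjusted *P* of 0.01 or less, and each library left out in turn. For macrophages, a mean level of epithelial genes as a covariate and a filter of over 1 CPM in a library of each genotype were added to these. Gene sets were also tested with fgsea (version 1.28.0, 10000 permutations, preranked by signed *P*), with RLE, filterByExpr and the replicate block, and with each library left out. The interaction was also tested with the likelihood ratio test, RLE, the replicate block and each library left out. After the data were seen, the likelihood ratio test with trended dispersions was added, with the filter before or after TMM, because its *P*-values came closest to the paper's Table S1 among the settings searched. Fits limited to replicates 4 and 5 of both macrophage genotypes were also added then, and stated ranges over the alternatives include these added settings. The pairing of libraries in the replicate block comes from the replicate numbers of the labels.

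The total count was between 25310926 and 27008166 in the MEC libraries and between 16935000 and 20174722 in the macrophage libraries. Levels at or under 3 counts in a library were taken as the floor, and a fold change against a genotype at this floor is a lower bound. The tests were checked on simulated counts with the means and dispersions of the real genes, of which 200 were changed. The QL test called 60.5% of the changed genes in the MEC design and 38% in the macrophage design, with 0 calls in the wrong direction. Of its calls, 16.6% and 10.6% were unchanged genes, a larger share than the threshold of 0.05 allows. Checks of GC content and gene length covered 99.9% of the tested MEC genes and 99.8% of the tested macrophage genes. In the passages, an overlap with another annotated gene is noted where the values of a gene are first given. Of the 8 genes past the threshold in the MEC libraries, 1 is counted but not reported here by name. Random steps used the seed 1.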

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

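The tests of the ratio of *Csn2* to *Krt18*, of the marker lists, *Agtr1a* and *Srm* after adjustment for GC content and length, and of *Gm20412* against *Tgm2* were chosen only after the results were seen, as was the choice of which marker lists the paper does not discuss.

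In 3 of 41 macrophage values, 1 of the 4 libraries labeled *Cebpb* ΔM lay far from the others by Dixon's ratio, where chance gives 2.05. *Fcmr* was at 9.28 CPM in library 7, against at most 2.15 in libraries 4, 5 and 6. The list of B and plasma cell genes was lowest in the same library, with a mean log2 CPM of 1.35 against 3.33, 2.27 and 1.57. *Csn2* was at 245 CPM in library 4, against 17.2, 0.555 and 0 in libraries 5, 6 and 7. *Csn1s1* was at 289 CPM in library 4, against 44.5, 3.16 and 0.186. Carry-over of epithelial RNA with the composition of the MEC libraries was tested for the caseins. The ratio of *Csn2* to *Krt18* was 0.157 in *Cebpb* ΔM-labeled library 4 and at most 5.30e-04 in a MEC library, 295 times lower, so RNA of that composition does not account for the caseins. More epithelial RNA in libraries 4 and 5 was tested with the epithelial genes. The lower of the mean log2 CPM of libraries 4 and 5 was below the higher of libraries 6 and 7, with a gap of −0.062, so these pairs did not lie apart. Library 4 was highest among those labeled *Cebpb* ΔM, at 8.30 against at most 7.87 in libraries 6 and 7. Libraries labeled WT 4 and 5 had 8.55 and 8.28, but *Csn2* counts of 0 and 1. This argues against the amount of epithelial RNA, as read from these genes, as the source of the caseins. The basal genes were 1.06 higher in libraries 4 and 5 than in 6 and 7 (limma's camera, adjusted *P* = 1.05e-06), so more basal RNA there is not excluded. RNA of milk-producing cells that differ from the MECs sequenced was not tested, and the design gives no biological difference between libraries of one genotype, so no biological explanation was tested.

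In MECs, *Agtr1a*, *Srm* and *Gm20412* passed the threshold of edgeR's QL test and are not discussed in the paper. *Agtr1a* had a log2 fold change of 2.37 (SE 0.28, adjusted *P* = 0.0135) and *Srm* of 1.89 (SE 0.27, adjusted *P* = 0.0405), with both *Cebpb* ΔM libraries above both WT libraries. Leaving out each library in turn, the changes ranged from 2.02 to 2.84 for *Agtr1a* and from 1.45 to 2.22 for *Srm*. *Gm20412* had −1.73 (SE 0.24, adjusted *P* = 0.0405), with both *Cebpb* ΔM libraries below both WT libraries and a range of −1.93 to −1.46. Reads of *Tgm2*, which overlaps *Gm20412* on the opposite strand, were tested as the source of the counts of *Gm20412*. *Tgm2* had a log2 fold change of −1.70 (SE 0.28, adjusted *P* = 0.0660), and the difference between these genes was −0.029, less than the SE. *Rprd1b*, which *Gm20412* overlaps on its own strand, had −1.51. Reads of the neighboring genes may therefore make up the signal of *Gm20412*. MEC fold changes followed the GC content and length of genes across genes (Spearman's rho 0.124 and −0.102, both past the limit of 0.1), and both were tested for *Agtr1a* and *Srm*. After adjustment *Agtr1a* had 0.996 times its log2 fold change and *Srm* 0.895 times, so the trends across genes leave most of these changes, and with nearly no adjustment at *Agtr1a* a bias of that gene alone was not tested. *Agtr1a* overlaps another annotated gene, which was not tested as a source of its reads. For both genes a genotype effect is a hypothesis that cannot be told apart from the grouping of 4 libraries, which allows few other splits.

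Among the marker lists in MECs, those of milk protein, hair follicle and erythroid genes passed in limma's camera test, and the paper does not discuss them. The milk protein genes had a relative mean log2 fold change of 0.81 (4 of 4 higher in *Cebpb* ΔM, adjusted *P* = 0.0305, range 0.0132 to 0.238 over the alternatives). The mean log2 CPM of this list was 4.67 and 3.55 in *Cebpb* ΔM 1 and 3 and 3.65 and 3.26 in WT 1 and 3, and with each library left out its shift ranged from −0.095 to 1.00, so it depended on single libraries. The erythroid genes had 0.52 (4 of 5 higher, adjusted *P* = 0.0305, range 0.00640 to 0.114), with a shift of 0.35 to 0.70 with each library left out. The hair follicle genes had −1.74 (1 of 10 higher, adjusted *P* = 9.49e-12, range 2.21e-15 to 2.64e-05), with −3.19 to −0.88 with each library left out. Skin or hair follicle RNA in single libraries was tested, and a share of 0.7 of the hair follicle genes, 7 of 10, was highest in WT 1. This share reached the limit set for that explanation, so skin tissue carried into WT 1 may account for part of the hair follicle signal, although a shift of −0.88 remained without that library. GC content and length were tested for all lists that passed in either experiment. After both were adjusted for, the lists had a median of 0.991 times their shift, and 15 of 15 had between 0.891 and 1.07 times their shift. Blood cells left after purification were not tested as a source of the erythroid genes, and no cause of the milk protein shift was tested beyond GC content and length, so neither list can be put down to the genotype.

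In the macrophage libraries, the lists of basal and myoepithelial, T cell, eosinophil and fibroblast genes passed in limma's camera test, and the paper does not discuss them as lists. The basal genes had a relative mean log2 fold change of 0.82 (12 of 12 higher in libraries labeled *Cebpb* ΔM, adjusted *P* = 0.00169, range 2.20e-27 to 0.0123 over the alternatives), and their adjusted *P* was between 8.03e-10 and 0.0575 with each *Cebpb* ΔM-labeled library left out. The T cell genes had 2.98 (7 of 7 higher, adjusted *P* = 3.63e-06, range 3.72e-06 to 0.00443). The eosinophil genes had 1.42 (4 of 4 higher, adjusted *P* = 0.00151, range 0.00150 to 0.0553), and the fibroblast genes −0.38 (0 of 7 higher, adjusted *P* = 0.0417, range 0.0335 to 0.207). Lists of cell types that the paper or its named genes touch on also passed, with 4.35 (7 of 7 higher, adjusted *P* = 8.77e-06, range 4.32e-11 to 0.0260) for the B and plasma cell genes, −0.61 (2 of 12 higher, adjusted *P* = 7.10e-05, range 4.80e-15 to 0.00264) for the hormone-sensing luminal genes and 0.47 (4 of 5 higher, adjusted *P* = 0.00181, range 2.54e-04 to 0.0246) for the plasmacytoid dendritic cell genes. The shift of the last of these ranged from −6.8e-05 to 0.66 with each library left out. Between the libraries labeled *Cebpb* ΔM 4 and 5 and those labeled 6 and 7, the basal list differed by 1.06 (adjusted *P* = 1.05e-06), the eosinophil list by −1.27 (adjusted *P* = 0.0141) and the fibroblast list by 0.33 (adjusted *P* = 0.0151). The B and plasma cell list differed by 1.39 (adjusted *P* = 0.0201) and the T cell list by 0.046 (adjusted *P* = 0.911). The hormone-sensing luminal list differed by −0.71 (adjusted *P* = 3.35e-06) and the plasmacytoid dendritic cell list by −0.13 (adjusted *P* = 0.565). Macrophage fold changes followed the GC content of genes across genes past the limit of 0.1 (Spearman's rho −0.123), although each of these lists had at least 0.891 times its shift after the adjustment. A larger share of B and plasma cells, T cells, eosinophils and plasmacytoid dendritic cells among the selected cells is a candidate explanation for their lists, and it cannot be told apart from a change of expression within macrophages, since no test separates them here.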

How the results depend on the processing

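The settings with trended dispersions and those limited to replicates 4 and 5 of both genotypes were chosen only after the results were seen, and no other test in this part was.

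In MECs, edgeR's QL test called 8 genes, 7 higher and 1 lower in *Cebpb* ΔM. The count was 179 with the likelihood ratio test (145 higher, 34 lower), 161 with DESeq2 (131 and 30), 229 with the replicate block (183 and 46), 243 with the replicate block and the likelihood ratio test (191 and 52), and 233 with trended dispersions in the likelihood ratio test (183 and 50), also with the filter after TMM. All 8 genes were among the calls of these settings except DESeq2, which shared 7. The older form of the QL test and the thinned counts gave the same 8 genes, and RLE gave 6 of them. With filterByExpr the QL test called 5 of 18180 genes, among them *Sprr2a3*, *Klk4*, *Tnfsf11* and *Agtr1a*. Without a filter on low counts it called 0 of 29117 genes (1139 at an unadjusted *P* under 0.05), with all 10 libraries in one fit 0 of 18323 (495), and at an adjusted *P* of 0.01 or less 0 (870). Same-numbered MEC libraries deviated together with a Pearson's r of 0.106 across genes, which are not independent replicates.

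In macrophages, edgeR's QL test called 0 genes (1735 at an unadjusted *P* under 0.05). Against this, the likelihood ratio test called 138 (111 higher, 27 lower in libraries labeled *Cebpb* ΔM) and DESeq2 201 (165 and 36), with trended dispersions the likelihood ratio test called 273 (186 and 87), and with the filter after TMM 263 (179 and 84). Other QL fits also called 0 genes, with the older form (1534 at an unadjusted *P* under 0.05), RLE (1732), filterByExpr (1993), no filter on low counts (2261), thinned counts (1712), all 10 libraries (2202), the epithelial covariate (1979), over 1 CPM in a library of each genotype (1462), an adjusted *P* of 0.01 or less, and each *Cebpb* ΔM-labeled library left out (1230 to 1813). Only the numbers 4 and 5 are shared between the genotypes, so with the replicate block the contrast rests on these libraries, which come from different mice. With the block the QL test called 89 genes (36 higher, 53 lower) and the likelihood ratio test 455 (251 and 204), and the check of the pairing gave a Pearson's r of 0.0411 across genes. With replicates 4 and 5 of both genotypes alone, the QL test called 1 gene, *Hp* (log2 fold change −2.61), named after its value was seen, and the likelihood ratio test with trended dispersions called 368 (207 and 161). For the genotype effect that differs between cell types, the QL test called 0 of 18323 genes (962 at an unadjusted *P* under 0.05), RLE 0 (950), and 0 with each *Cebpb* ΔM-labeled macrophage library left out (814 to 1143). There the likelihood ratio test called 53 (44 and 9), and the replicate block 4, among them *Enho* (−4.34), *Cnn1* (2.55) and *Krt6a* (−3.55), chosen after their values were seen. The cause of these changes was not tested, except that simulated counts and other splits of the libraries were used to compare the tests. Leaving out a MEC library or a WT-labeled macrophage library leaves 1 library of a genotype, so no calls were made there.

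Of the gene sets, 5 of 31 passed in MECs with limma's camera, 2 with fgsea (the hair follicle and proliferation lists), 5 with RLE, 6 with the replicate block and 7 with filterByExpr. In macrophages 17 of 35 passed, 17 with fgsea, 17 with RLE, 16 with filterByExpr, 12 with the replicate block, 11 with replicates 4 and 5 of both genotypes, and 13 to 17 with each *Cebpb* ΔM-labeled library left out. The macrophage pathway Chemokine receptors bind chemokines and the epithelial, luminal hormone sensing, macrophage, B and plasma cell, T cell and plasmacytoid dendritic cell lists passed under each of these alternatives and with each *Cebpb* ΔM-labeled library left out. The shift of the chemokine pathway ranged from 0.52 to 1.15 over the alternatives, that of the epithelial list from −0.59 to −0.37 and that of the macrophage list from 0.43 to 0.53.

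Some results changed direction, and their value in the main setting is given in parentheses. In MECs, the shift of Signaling by NOTCH (−0.012) was 0.025 with filterByExpr. With fgsea, whose normalized enrichment score is on another scale, the score was 0.962 for Extracellular matrix organization (main shift −0.047), 1.13 for Signaling by GPCR (−0.0062), 0.791 for the Innate Immune System (−0.038), 0.781 for the Frizzled and LRP receptors (−0.030), 0.635 for the Notch receptors and ligands (−0.020), 0.646 for the plasmacytoid dendritic cell list (−0.025) and 1.03 for the fibroblast list (−0.011). In macrophages, MHC class II antigen presentation (−0.065) had a score of 1.39 with fgsea and the Frizzled and LRP receptors (0.045) one of −1.22. For both of these sets and the MEC fibroblast list, the direction in limma's camera test was that of fgsea. Only their mean log2 fold change had the other sign. With the replicate block in macrophages, the shifts were 0.079 for Degradation of the extracellular matrix (−0.052), 0.015 for MHC class II antigen presentation and −0.14 for the endothelial list (0.053), which had −0.0045 with filterByExpr. With replicates 4 and 5 of both genotypes they were 0.034 for Extracellular matrix organization (−0.035), 0.10 for Degradation of the extracellular matrix, −0.020 for Signaling by GPCR (0.23), 0.017 for MHC class II antigen presentation, −0.035 for the Frizzled and LRP receptors and −0.083 for the endothelial list. With each library left out, the shifts ranged from -0.18 to 0.030 for Extracellular matrix organization, -0.19 to 0.012 for its degradation, -0.30 to 0.63 for the Frizzled and LRP receptors, -0.53 to 0.59 for the Notch target genes, -0.067 to 0.23 for the luminal progenitor list, -0.22 to 0.23 for the endothelial list and -0.072 to 2.18 for the hair follicle list. The macrophage log2 fold change of *Il6* (0.25) was −0.17 with the replicate block, −0.18 with the block and the likelihood ratio test, −0.96 with the epithelial covariate, and −0.11 with replicates 4 and 5 of both genotypes in either test, and −0.26 to 0.45 with each library left out. That of *Nos2* (0.094) was −1.33 with the epithelial covariate and −0.67 to 1.93 with each library left out. The cause was not tested.

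Each other result was counted once per setting. Among single MEC genes, 69 passed only under the alternative and 22 only in the main setting, and among single macrophage genes 139 and 0. For MEC sets these counts were 3 and 3, and for macrophage sets 6 and 17. When each library was left out, 23 results for MEC genes, 26 for MEC sets, 10 for macrophage genes and 24 for macrophage sets moved by more than the SD between libraries, and 12 macrophage sets no longer passed and 2 passed only then. Genes below the filter of 1 CPM were not tested, among them *Cebpb* in macrophages and *Axin2* and *Dkk1* in MECs.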

Differences from the paper's values

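The settings with trended dispersions and those limited to replicates 4 and 5 of both genotypes were chosen only after the results were seen. A gap between 2 counts is called closed where the larger is at most 1.5 times the smaller.

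The paper reports 263 differentially expressed genes in *Cebpb* ΔM macrophages, where edgeR's QL test called 0 (1735 at an unadjusted *P* under 0.05). Of the alternatives set before the data were examined, DESeq2 closed this gap with 201 genes. It was not closed by the likelihood ratio test (138), the replicate block (89) or the replicate block with the likelihood ratio test (455), nor by the older QL form, RLE, filterByExpr, no filter on low counts, thinned counts, all 10 libraries in one fit, the epithelial covariate, over 1 CPM in a library of each genotype, an adjusted *P* of 0.01 or less or each *Cebpb* ΔM-labeled library left out, which called 0 (1230 to 2261 at an unadjusted *P* under 0.05). Of the paper's 179 up-regulated genes, the QL test called 0, DESeq2 called 165 up-regulated genes and the replicate block with the likelihood ratio test 251, which closed the gap, whereas the likelihood ratio test (111) and the replicate block (36) did not, nor did the alternatives that called 0. Against the paper's 84 down-regulated genes, the QL test called 0, and none of the alternatives set before the data were examined closed the gap, with 27 under the likelihood ratio test, 36 under DESeq2, 53 under the replicate block and 204 under the replicate block with the likelihood ratio test, and 0 under the others. With trended dispersions in the likelihood ratio test and the filter after TMM, a setting chosen after seeing the values, 263 genes were called, 179 up and 84 down, and with the filter before TMM, also chosen after seeing the values, 273, 186 up and 87 down.

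The paper's Table S1 lists 100 MEC genes with an adjusted *P* of 0.05 or less, of which the QL test called 8. Of the alternatives set before the data were examined, the likelihood ratio test (89), DESeq2 (85), the replicate block (98) and the replicate block with the likelihood ratio test (98) closed this gap. The older QL form (8), thinned counts (8), RLE (6), filterByExpr (5), and no filter on low counts, all 10 libraries in one fit and an adjusted *P* of 0.01 or less (0 each, with 495 to 1139 genes at an unadjusted *P* under 0.05) did not. The same table of the paper lists 100 macrophage genes, of which the QL test called 0. The replicate block with the likelihood ratio test (86) closed this gap, and DESeq2 (53), the likelihood ratio test (46), the replicate block (32) and the alternatives that called 0 genes did not. Trended dispersions in the likelihood ratio test, chosen after seeing the values, called all 100 genes in both lists. The log2 fold changes of the paper's Table S1 were compared for 13 MEC and 20 macrophage genes that the paper names. In the main setting 0 differed, with a largest difference of 0.00343 in MECs and 0.0610 in macrophages. Of the macrophage genes, 5 differed with the replicate block, 7 with the block and the likelihood ratio test and 9 with the epithelial covariate. No gene differed under the other alternatives compared, in either cell type.

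The paper states that the MEC genes below changed significantly or shows them as examples, and the QL test called none of them. The likelihood ratio test, DESeq2, both forms of the replicate block and, chosen after seeing the values, trended dispersions called *Wnt10a*, *Nkd1*, *Klk2-ps*, *Tmem86a*, *Sprr2f*, *Tnfrsf21* and *Ctnnbip1*. These settings without DESeq2 called *Ptpn5*, and without DESeq2 and the replicate block in the QL test they called *Rac3*. Both forms of the replicate block called *Lgr6*, and together with trended dispersions, chosen after seeing the values, *Wnt4*, *Wnt5a*, *Krt27* and *Krt35*. No setting called *Dkk2*, *Wnt6*, *Rspo1*, *Ror1* or *Rac1*.

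In macrophages, the QL test called none of the genes the paper names. *Wnt10b* was called by the likelihood ratio test and by no other setting. The likelihood ratio test, DESeq2, the replicate block with the likelihood ratio test and, chosen after seeing the values, trended dispersions called *Cxcr6*, *Icos*, *Ccl8*, *Ccl24*, *C1qc*, *Fcmr*, *Cdk18*, *Apc2*, *Crym*, *Stat5a*, *Siglech*, *Spi1* and *Tfcp2l1*, and all of these but *Cxcr6* and *Icos* were also called with trended dispersions in replicates 4 and 5 alone, also chosen after seeing the values. The replicate block in the QL test also called *Siglech*, *Spi1* and *Tfcp2l1*. DESeq2, the replicate block with the likelihood ratio test and, chosen after seeing the values, trended dispersions in all libraries and in replicates 4 and 5 called *Tlr7* and *Jchain*. The replicate block with the likelihood ratio test and these added settings, chosen after seeing the values, called *Lamp5*, *Ccnb2*, *Amer2* and *Areg*, and with the replicate block in the QL test as well *Krt14*, *Csn2*, *Csn1s1* and *Igha*. The replicate block with the likelihood ratio test and trended dispersions in replicates 4 and 5, chosen after seeing the values, called *Wnt4*, *Rbpjl* and *Wif1*. Only trended dispersions, chosen after seeing the values, called *Chtf18* and *Cdc20* in all libraries and *Wnt5a* both there and in replicates 4 and 5. No setting called *Ccnf*, *Wnt2*, *Dner* or *Btc*.

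The paper places *Wnt4* among the most significant increased MEC genes. Among the genes higher in *Cebpb* ΔM, *Wnt4* ranked 176 by *P* in the QL test, 172 in the likelihood ratio test, 159 with DESeq2, 145 with the replicate block and, chosen after seeing the values, 164 with trended dispersions. *Tnfsf11*, placed there too, ranked 2 in the QL test, 1 in the likelihood ratio test and with the replicate block, and 148 with DESeq2. The legend of Fig 5C gives the KEGG Wnt signaling pathway as enriched in WT MECs, whereas all 25 leading-edge genes that the paper lists for it were higher in *Cebpb* ΔM. The legend of Fig S3B gives the mature luminal set as enriched in WT MECs, whereas all 11 leading-edge genes listed for it were higher in *Cebpb* ΔM. The paper states that Notch and Hedgehog pathways are enriched in *Cebpb* ΔM MECs, and the Reactome pathways tested here, which are other lists, had shifts of −0.012 for Signaling by NOTCH (36 of 67 genes higher in *Cebpb* ΔM, adjusted *P* = 0.582 in limma's camera) and −0.082 for Signaling by Hedgehog (32 of 101, adjusted *P* = 0.217).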

Other observations

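The tests of the relation of macrophage fold changes to the ratio of MEC to macrophage expression and of the total counts of libraries labeled *Cebpb* ΔM 4 to 7 were chosen only after the results were seen.

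In both cell types the likelihood ratio test called many more genes than the QL test, and 3 explanations were tested. Other splits of the libraries were compared with the real one. For MECs, 1 of the 2 splits that part both same-numbered pairs gave at least 179 genes in the likelihood ratio test, the real one, and the other gave 25. The remaining split, which separates replicate 1 from replicate 3, gave 40. For macrophages, 2 of the 4 splits that part both pairs gave at least 138 genes, the real one and the split of libraries labeled *Cebpb* ΔM 4 and 5 from the other libraries, which gave 186. Over all 15 splits, 3 gave as many, the third being the split of libraries 6 and 7, with 148. These designs allow too few splits to exclude a grouping by chance. In simulated counts with each gene's own dispersion, 50% of the calls of the likelihood ratio test with trended dispersions were unchanged genes in the macrophage design and 18.8% in the MEC design. With gene-wise dispersions these shares were 32.2% and 18.3%, with DESeq2 34.6% and 13.3%, and for the QL test 10.6% and 16.6%. Among the libraries labeled *Cebpb* ΔM alone, 4 and 5 against 6 and 7 gave 735 genes under the likelihood ratio test with trended dispersions, against 273 between the genotypes, and the other splits of these libraries gave 20 and 18. The additional calls in macrophages may therefore reflect variation of single genes and differences between libraries of one genotype, and the genotype effect cannot be told apart from these. In MECs, where the QL test exceeded its threshold in simulation by nearly as much, the tests do not separate these explanations.

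The libraries labeled *Cebpb* ΔM 4 and 5 were set against those labeled 6 and 7 after the data were seen, and they differed in 65 genes of the QL test, 47 higher and 18 lower, and in 9 of 16 marker lists. The proliferation genes were 2.53 higher in libraries 4 and 5 on the log2 scale (adjusted *P* = 5.58e-39 in limma's camera). That *P* sets genes against genes and does not measure variation between libraries. Across genes, which are not independent replicates, the difference between these pairs of libraries had a Spearman's rho of −0.0162 with GC content and 0.0455 with length, both within the limit of 0.1. The total counts overlapped, the lower of libraries 4 and 5 being below the higher of libraries 6 and 7 with a gap of −839730 counts. None of these explanations accounts for the difference. The labels give no batch or date, the WT-labeled libraries carry the numbers 4 and 5, and all 4 libraries carry one genotype label, so no biological explanation was tested and a difference in preparation or a mislabeled library cannot be excluded by these values.

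Epithelial genes were lower and macrophage genes higher in the libraries labeled *Cebpb* ΔM than in those labeled WT, although single epithelial genes were higher. If less epithelial RNA were the reason, fold changes across genes would fall with the ratio of MEC to macrophage expression. Over the 15268 genes that passed the filter in both cell types, Spearman's rho was 0.00546. Over the macrophage genes tested, the rho was −0.123 with GC content, past the limit of 0.1, and −0.0473 with length, with genes again not independent replicates. The shift of the epithelial list was 0.930 times as large after adjustment for GC content and length, and that of the macrophage list 0.987 times. The rho of 0.00546 shows no trend with that ratio among the genes shared by both cell types. Genes that passed only in macrophages were left out, and opposite shifts, as of the basal and hormone-sensing luminal lists, can cancel in it. A smaller share of epithelial RNA is therefore not excluded for the epithelial and macrophage lists. GC content is past its limit across genes, but these lists kept 0.930 and 0.987 times their shifts after the adjustment. This argues against the trends with GC content and length as the source of the shifts of these lists. The adjustment moved these lists little, so it does not rule out a bias of their genes beyond the trend.

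*Cebpb* was at a few counts in the macrophage libraries and low in MECs, and explanations of this low level were tested. If unstranded libraries were counted by strand, reads would be lost or assigned to genes on the opposite strand. Of 455 genes nested in exons of a gene on the opposite strand, 116 could be compared, and their read density was a median of 1.17 times that of the gene they lie in, with 67.2% above 0.5 times. This is consistent with libraries that do not carry strand, in which part of the read pairs of each gene would go uncounted. The GC content of *Cebpb* is 67.2%. Of 59 protein-coding genes with at least this content, 33.9% passed the filter on low counts, against 66.6% of the others, a ratio of 0.509. GC content was to count as an explanation only below 0.5 times, and the ratio lies just above this limit. Among the genes that passed, the median level was 1.58 CPM at this GC content and 21.8 CPM below it. Counting by strand would take a similar part of the pairs of each gene, so it does not account for a level that is low relative to other genes. GC content missed its limit narrowly, and the lower pass rate and median level of genes at this content go with it, so it is not excluded. The cause of the low level of *Cebpb* is therefore not settled. With so few counts, the gene cannot serve to check the genotype labels of the macrophage libraries.

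In MECs and macrophages together, 8 genes had an unadjusted *P* under 0.01 and the same direction in both cell types, and 2 had the opposite direction. Across 15256 genes, which are not independent replicates, the Spearman's rho of the fold changes was 0.0185. A genome segment that differs between the genotypes was tested as an explanation. Of the 8 genes 2, *Rprd1b* and *Gm20412*, lie within 2 Mb of each other, where random genes gave a mean of 0.165 (permutation *P* = 0.0803, 10000 permutations, one-sided). These genes overlap each other, so even this pair is unlikely to count as separate loci. The test covers only genes that changed in both cell types, so it cannot show a segment whose genes changed in MECs or macrophages alone.

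The difference in genotype effect between the cell types was itself tested, and it passed for 0 of 18323 genes (962 at an unadjusted *P* under 0.05). For *Wnt4*, higher in *Cebpb* ΔM MECs and lower in *Cebpb* ΔM-labeled macrophages, the interaction was −1.96 on the log2 scale (SE 0.53, unadjusted *P* = 0.00310 and adjusted *P* = 0.940 in edgeR's QL test).

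The paper measured several further genes by other methods, and their values in these libraries were as follows. In MECs *Ctnnb1* had a log2 fold change of 0.32 (SE 0.20, adjusted *P* = 1.00 in edgeR's QL test), without overlap between the genotypes, and it overlaps *Ulk4* on the opposite strand. *Axin2* and *Dkk1* were below the filter. In macrophages the log2 fold change was 0.40 for *Notch2* (SE 0.17, adjusted *P* = 0.501) and 0.49 for *Tnf* (SE 0.24, adjusted *P* = 0.549), both without overlap between the genotypes. It was −0.34 for *Notch3* (SE 0.23, adjusted *P* = 0.679), 0.25 for *Il6* (SE 0.47, adjusted *P* = 0.910) and 0.094 for *Nos2* (SE 0.65, adjusted *P* = 0.979), with overlap. *Notch2* and *Notch3* overlap other annotated genes on the chromosome.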
